# Disruption of nucleotide biosynthesis reprograms mitochondrial metabolism to inhibit adipogenesis

**DOI:** 10.1016/j.jlr.2024.100641

**Published:** 2024-09-06

**Authors:** Julia A. Pinette, Jacob W. Myers, Woo Yong Park, Heather G. Bryant, Alex M. Eddie, Genesis A. Wilson, Claudia Montufar, Zayedali Shaikh, Zer Vue, Elizabeth R. Nunn, Ryoichi Bessho, Matthew A. Cottam, Volker H. Haase, Antentor O. Hinton, Jessica B. Spinelli, Jean-Philippe Cartailler, Elma Zaganjor

**Keywords:** lipid droplets, adipocytes, nucleotides, purine, pyrimidine, adipogenesis, metabolism, fatty acid oxidation

## Abstract

A key organismal response to overnutrition involves the development of new adipocytes through the process of adipogenesis. Preadipocytes sense changes in the systemic nutrient status and metabolites can directly modulate adipogenesis. We previously identified a role of de novo nucleotide biosynthesis in adipogenesis induction, whereby inhibition of nucleotide biosynthesis suppresses the expression of the transcriptional regulators PPARγ and C/EBPα. Here, we set out to identify the global transcriptomic changes associated with the inhibition of nucleotide biosynthesis. Through RNA sequencing (RNAseq), we discovered that mitochondrial signatures were the most altered in response to inhibition of nucleotide biosynthesis. Blocking nucleotide biosynthesis induced rounded mitochondrial morphology, and altered mitochondrial function, and metabolism, reducing levels of tricarboxylic acid cycle intermediates, and increasing fatty acid oxidation (FAO). The loss of mitochondrial function induced by suppression of nucleotide biosynthesis was rescued by exogenous expression of PPARγ. Moreover, inhibition of FAO restored PPARγ expression, mitochondrial protein expression, and adipogenesis in the presence of nucleotide biosynthesis inhibition, suggesting a regulatory role of nutrient oxidation in differentiation. Collectively, our studies shed light on the link between substrate oxidation and transcription in cell fate determination.

When energy intake exceeds expenditure, organisms store surplus fuels in fat pads by increasing the size of existing adipocytes (hypertrophy) and by forming new adipocytes (adipogenesis) (1, 2). While adipocyte hypertrophy is associated with negative effects of obesity (3, 4, 5), increasing adipogenesis improves insulin sensitivity and organismal health under the challenge of excess nutrients (6, 7). Therefore, understanding the molecular mechanisms that mediate the expansion of fat depots through adipocyte hypertrophy or adipogenesis may lead to new therapies for obesity and obesity-mediated metabolic dysfunctions.

The key regulatory factors in adipogenesis include a well-defined transcriptional program composed of CCAAT/enhancer-binding proteins [C/EBPs; C/EBPα, C/EBPβ, and C/EBPδ (8)] and the peroxisome proliferator-activated receptor γ (PPARγ) (9, 10, 11, 12). In addition, studies have also revealed mitochondria to be a critical component in the regulation of adipogenesis (13). Mitochondrial expansion is induced during adipogenesis (14, 15, 16), although how this change in mitochondrial mass regulates adipocyte differentiation is poorly understood. Of note, the oxidation of pyruvate and branched-chain amino acids in the mitochondria provide a carbon source and cofactors required for lipogenesis (17, 18, 19, 20, 21). Inhibition of mitochondrial branched-chain amino acid catabolism downregulates PPARγ and consequently suppresses adipogenesis (22).

Recent studies have uncovered a novel metabolic regulation essential for supporting adipogenesis: *de novo* nucleotide biosynthesis (23). Biosynthesis of nucleotides uses nitrogen and carbon from amino acids, tetrahydrofolate derivatives, and ribose to form purines and pyrimidines. Nucleotides can be used to build cellular biomass but are also known to have a wide range of cell signaling functions. Blocking of *de novo* nucleotide biosynthesis was recently shown to suppress adipogenesis through downregulation of PPARγ (23). Therefore, we set out to identify the transcriptomic changes associated with this alteration in a critical transcription factor, with the goal of further elucidating the mechanism by which nucleotides regulate adipogenesis. We discovered that inhibition of nucleotide biosynthesis results in downregulation of transcriptional signatures associated with mitochondrial function. Morphological and functional analyses revealed that inhibiting nucleotide biosynthesis leads to altered mitochondrial cristae structure and reduced expression of mitochondrial oxidative phosphorylation (OXPHOS) proteins. Restoration of PPARγ expression in the presence of nucleotide biosynthesis inhibitors rescued mitochondrial OXPHOS protein expression. Inhibition of nucleotide biosynthesis also resulted in reprogramming of mitochondrial metabolism, including reduced tricarboxylic acid (TCA) cycle intermediates and elevated mitochondrial fatty acid oxidation (FAO). These observations prompted us to ask whether blocking FAO could rescue adipogenesis in the presence of nucleotide biosynthesis inhibitors. We found that pharmacological inhibition of FAO restored expression of PPARγ, mitochondrial proteins, and adipogenic markers, suggesting that positive feedback between intermediates of mitochondrial catabolism and the PPARγ transcriptional program regulates adipogenesis. In summary, this research sheds new light on the role of nucleotides in the regulation of mitochondrial metabolism and adipogenesis.

## Materials and Methods

### Primary SVF isolation

Primary preadipocytes were isolated from the subcutaneous white adipose tissue (WAT) of 4-to-6-day-old neonatal mice. The experimental procedures were approved by the Vanderbilt University Sub-Committee on Animal Research Care (IACUC, Institutional Animal Care and Use Committee) as required by the Public Health Service (PHS) Policy on Humane Care and Use of Laboratory Animals. WAT was digested in Hanks Buffered Saline Solution containing 1 mg/ml Collagenase Type II (Sigma, Cat #C6885), 3% bovine serum albumin (Sigma, Cat # A1470), and calcium and magnesium for 30 min at 37°C with shaking at 300 rpm. The digested tissue was washed and separated through a 100 μm cell strainer with Dulbecco’s Modified Eagle Medium (DMEM)/high glucose without sodium pyruvate supplemented with 10% fetal bovine serum (FBS), 10 μM non-essential amino acids (Thermo, Cat # 11140050), 2 mM glutamine, 20 mM HEPES, and 0.1 μM mercaptoethanol (Sigma, Cat #M3148). The filtered cell suspension was centrifuged at 600× *g* for 5 min at 4°C, and cell pellets from individual animals were resuspended in the same medium and plated separately into 6- or 12-well plates at a density of 500,000 cells per plate. The growth medium was subsequently changed every other day until the cells reached 100% confluency, at which point differentiation was induced.

### Differentiation of primary SVF cells into adipocytes

Preadipocytes isolated from WAT were transferred to an induction medium consisting of DMEM/Nutrient Mixture F-12 (DMEM/F12) with 10% FBS, 1% penicillin and streptomycin, 1.7 μM insulin, 1 μM dexamethasone (DEX), and 0.5 mM 3-isobutyl-1-methylxanthine (IBMX). The cells were kept in the induction medium for 2 days and then switched to a maintenance medium consisting of DMEM/F12 with 10% FBS, 1% penicillin and streptomycin, 17 nM insulin, 2 μM troglitazone, 1 μM rosiglitazone, and 1 nM triiodothyronine (T3). The maintenance medium was changed every other day until the endpoint of the assays.

### 3T3-L1 cell culture and differentiation

3T3-L1 cells were cultured in DMEM supplemented with 10% FBS and 1% penicillin and streptomycin. To induce differentiation, the culture medium was supplemented with a chemical cocktail of 0.5 mM IBMX, 1 μM DEX, and 1.5 μg/ml insulin. Two days after the start of induction and every 2 days thereafter, the medium was replaced with fresh culture medium supplemented with insulin.

### C3H10T1/2 cell culture and differentiation

C3H10T1/2 cells were cultured in DMEM/F12 with 1% penicillin and streptomycin and 10% FBS. Upon reaching confluency, the cells were primed to become preadipocytes by incubation for 48 h with 2.5 ng/ml BMP4. Then, differentiation was stimulated with 0.5 mM IBMX, 1 μM DEX, 10 μg/ml insulin, and 10 μM troglitazone. The cells were kept in the differentiation medium until day 2 and then switched to a maintenance medium containing 10 μg/ml insulin and 10 μM troglitazone until day 6.

### Drug treatment

Cells were treated with mizoribine (MIZ, Cayman, Cat # 23128), 5-fluorouracil (5FU, Cayman, Cat # 14416), etomoxir (ETO, Cayman, Cat # 11969) as indicated in the figure legends.

### Knockdown studies

To knockdown ADSL, shRNAs were subcloned in the pLKO.1 puro vector (Addgene Plasmid #8453) at EcoRI and AgeI sites. Primer sequences for cloning were used:

5′-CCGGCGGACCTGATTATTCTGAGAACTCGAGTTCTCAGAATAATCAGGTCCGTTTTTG-3′

5′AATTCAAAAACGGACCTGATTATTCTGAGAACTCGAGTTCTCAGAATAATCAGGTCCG-3′

Sequencing confirmed successful shRNA generation. Plasmids were transfected into platinum retroviral packaging cells (PLAT-E). Harvested lentivirus was used to infect target cells.

### Overexpression studies

PPARγ2 plasmid (Addgene #8859) or pBabe control was transfected into PLAT-E cells. Harvested retrovirus was used to infect target cells.

### BODIPY staining and imaging

Neutral lipid accumulation was measured on day 6 of differentiation using BODIPY 493/503 (Cayman, Cat # 25892). Cells were washed with phosphate-buffered saline (PBS), fixed for 1.5 h with 4% paraformaldehyde (Fisher, Cat # 50-980-488), and washed again with PBS. BODIPY and 0.1 mg/ml DAPI (Sigma, Cat #D9542) were diluted 1:1000 and incubated with the cells for 30 min at room temperature. The cells were then washed and imaged using a fluorescence microscope (Evos M5000, Life Technologies). Images were quantified using ImageJ. Basic thresholding was used to determine the BODIPY area and the number of cells per field of view to determine the BODIPY area per cell.

### TMRE

Cells were plated in 6- or 12-well glass-bottom plates for live-cell imaging experiments. Staining medium without FBS was prepared by supplementing standard cell medium with 50 nM TMRE (ThermoFisher, Cat #T669), 500 nM MitoTracker Green (Cell Signaling Technology, Cat # 9074), and 20 mM Hoechst (ThermoFisher, Cat # 62249). Cells were washed once with sterile PBS and incubated for 30 min at 37°C in a staining medium. Cells were then washed three times with sterile PBS, and the medium was replaced with a standard medium containing FBS for imaging. Quantification of the TMRE:MitoTracker Green ratio was performed using ImageJ. TMRE and MitoTracker Green signals were independently thresholded. MitoTracker Green positive regions were identified, and the TMRE positive area within these MitoTracker Green positive regions was measured. TMRE:MitoTracker Green ratios were calculated by dividing the TMRE positive area by the MitoTracker Green positive area.

### Immunofluorescence

Primary cells were grown on acid-washed coverslips in 6-well plates. After 6 days of differentiation, cells were washed with Hanks' balanced salt solution and fixed for 1.5 h with 2% paraformaldehyde (Electron Microscopy Sciences, Cat # 15710). After fixation, cells were washed with PBS and permeabilized with 0.25% Triton in PBS for 10 min. Cells were then washed with PBS and incubated with 1% bovine serum albumin (BSA) in PBS overnight at 4°C and then with primary antibody in 1% BSA in PBS overnight at 4°C. Antibodies used for immunofluorescent imaging: PPARγ (CST, Cat # 2443), perilipin-1 (CST, Cat # 9349), HA-Tag (CST, Cat # 2367). After primary incubation, the cells were washed with PBS and incubated with a secondary antibody overnight at 4°C. The next day, the cells were washed three times with PBS, and the coverslips were mounted to slides using ProLong Gold with DAPI (Invitrogen, Cat #P36931) and allowed to cure for 24 h prior to imaging. Images were acquired using a Nikon Spinning Disk confocal. Quantification of the nuclear PPARγ:DAPI ratio was performed using ImageJ. Nuclei were identified using thresholding of the DAPI signal, and the corresponding integrated densities of DAPI-positive regions were recorded. Subsequently, the integrated density of the PPARγ signal within DAPI-positive regions was recorded. Nuclear PPARγ:DAPI ratios were calculated by dividing the PPARγ integrated density by the DAPI integrated density.

### Western blotting

Cells were washed twice with PBS and lysed with RIPA lysis buffer [1% NP40, 150 mM NaCl, 25 mM Tris base, 0.5% sodium deoxycholate, 0.1% SDS, 1% phosphatase inhibitor cocktails #2 and #3 (Sigma), 1 cOmplete protease inhibitor tablet (Sigma)]. Protein content was quantified using BCA Assay (Thermo Scientific) with an equal amount of protein run on 4-20% Tris-Glycine Gels (Invitrogen). Protein was transferred to a nitrocellulose membrane (BioRad). Membranes were incubated with primary antibodies overnight at 4°C: Total OXPHOS antibody kit containing ATP5a, UQCRC2, mtCO1, SDHB, NDUFB8 (Abcam, Cat # ab110413), vinculin (Santa Cruz, Cat # sc-25336), PPARγ (CST, Cat # 2443S), C/EBPα (CST, Cat # 8178S), FABP4 (CST, Cat # 21205), perilipin-1 (CST, Cat # 9349). The following secondary antibodies were used at 1:10,000: IRDye® 800CW Donkey Anti-Mouse IgG (H + L) (Li-Cor, Cat # 925–32212), IRDye® 680RD Donkey Anti-Rabbit IgG (H + L), (Li-Cor, Cat # 926–68073). Blots were imaged with the Li-Cor Odyssey CLx infrared imaging system and are representative of at least two independent experiments.

### RNA isolation and RT-PCR

RNA was extracted with the Quick-RNA MiniPrep kit (Zymo Research). Complementary DNA was synthesized from 1 μg of RNA using the iScript complementary DNA synthesis kit (Bio-Rad). Real-time quantitative PCR was performed on a Bio-Rad CF×96 using SsoAdvanced Universal SYBR Green SuperMix (Bio-Rad). Mouse quantitative PCR primer sequences used are listed.

*Adipoq*
  Forward: TGGGATCGTAATGCACCGAG
  Reverse: GGACTGACTTGGTGGAGTGG
*Pparg*
  Forward: GTGCCAGTTTCGATCCGTAGA
  Reverse: GGCCAGCATCGTGTAGATGA
*Plin1*
  Forward: GGGACCTGTGAGTGCTTCC
  Reverse: GTATTGAAGAGCCGGGATCTTTT
*Ucp1*
  Forward: ACTGCCACACCTCCAGTCATT
  Reverse: CTTTGCCTCACTCAGGATTGG
*Pgc1a*
  Forward: CCCTGCCATTGTTAAGACC
  Reverse: TGCTGCTGTTCCTGTTTTC
*Prdm16*
  Forward: CAGCACGGTGAAGCCATTC
  Reverse: GCGTGCATCCGCTTGTG

### Seahorse assay

Basal respiration was quantified using the Agilent Seahorse XF24 Extracellular Flux analyzer. One day prior to the assay, the FluxPak was hydrated in a humidified, non-CO_2_ incubator at 37°C. Non-buffered minimal media (XF DMEM (pH 7.4) + 1 mM pyruvate + 2 mM glutamine + 1 mM glucose) and assay media (XF DMEM (pH 7.4) + 1 mM pyruvate + 2 mM glutamine + 10 mM glucose) were prepared. Two hours before the assay, the cells were washed with 1 ml of minimal media, and 500 μl of minimal media was added to each well. The cells were placed in a humidified non-CO_2_ incubator for 30 min. The long baseline protocol was selected without a mixing step to avoid perturbing the cells. The fluxpak was placed into the XF24 and the calibration step was performed. The cells were then switched to the assay media and the calibration plate was replaced with the XF24 cell culture plate containing cells. Oxygen consumption rates (OCRs) were measured every 2 min for 6 min and total of 6 cycles.

### FACS sorting

SVF cells were isolated from neonatal mice and pooled into a 10-cm dish. Media was refreshed until cells reached 100% confluency (∼4 days). Once confluent, cells were counted or prepared for western blotting and BODIPY imaging assays (total SVF). The remaining cells were used for FACS sorting. A portion of the SVF was removed to generate unstained and single-color controls for CD45-APC-Cy7 (BD Biosciences, Cat # 557659) and CD31-PE-Cy7 (Invitrogen, Cat # 25-0311-82). Prior to staining, all samples, except for the unstained, were incubated with FC block (BD Biosciences, Cat # 553141) diluted 1:100 for 5 min. The remaining pooled SVF cells were stained with CD45 and CD31 (1:1,000) for 30 min at 4°C while protected from light. Cells were washed 3 times to remove excess antibodies prior to sorting. Sorted cells (CD45-/CD31-) were then plated at the same density as the total SVF and differentiated and treated with nucleotide biosynthesis inhibitors as described.

### TEM sample preparation and analysis

TEM samples were prepared as previously described (24). Briefly, cells were fixed in 2.5% glutaraldehyde, 1% paraformaldehyde, and 120 mM sodium cacodylate for 1 h. After washing, the samples were incubated on ice for 30 min in 2% osmium solution, washed in bi-distilled H_2_O, and incubated overnight in 1% uranyl acetate solution at 4°C. The samples were then incubated in lead nitrate and aspartic acid at 60°C for 20 min and washed. Then, the samples were incubated in sequential ethanol solutions until 100% ethanol was reached. The samples were then incubated in increasing rations of Epon:ethanol until 100% Epon was reached, at which point the cells were incubated for 4 h. The embedded samples were placed on aluminum mounts in a 60°C oven for 2 days before cutting.

### Fatty acid oxidation assay

Pulsing was performed in serum-free medium containing 1 mM carnitine, 100 μM palmitate, 100 μM oleic acid, 50 μM BSA and 0.75 μCi [9,10(*n*)-^3^H] palmitic acid (GE Healthcare) for 3 h. The medium was collected and eluted in columns packed with DOWEX 1X2-400 ion-exchange resin (Sigma) to analyze the released ^3^H_2_O. ^3^H_2_O was measured in counts per minute (CPM) and normalized to total cellular protein using a BCA Protein Assay Kit (ThermoFisher Scientific).

### Triglyceride analysis

Cell pellets were washed, resuspended in sterile PBS, and stored at −80°C until processing. Lipids were extracted using the method of Folch-Lees (25). Triglycerides were methylated using BF3/methanol as described by Morrison and Smith (26), extracted, and analyzed by gas chromatography. Gas chromatographic analyses were carried out on an Agilent 7890A gas chromatograph equipped with flame ionization detectors and a capillary column (SP2380, 0.25 mm × 30 m, 0.20 μm film, Supelco). Helium was used as the carrier gas. The oven temperature was programmed from 160°C to 230°C at 4°C/min. Inclusion of lipid standards permitted quantitation of the amount of lipid in the sample.

### Metabolomics

Polar metabolites were extracted in ice-cold LC–MS grade 80:20 methanol:water. Lysates were vortexed and centrifuged at 16,000× *g* for 10 min at 4°C. Supernatants were dried down in a Vacufuge plus Benchtop Vacuum Concentrator. Dried pellets were stored at −80°C until they were subjected to metabolomic analysis performed as previously described (23) using a QExactive bench top orbitrap mass spectrometer equipped with an Ion Max source and a HESI II probe coupled to a Dionex UltiMate 3000 HPLC system.

### RNAseq

Total RNA was isolated using TRIzol reagent as per the manufacturer's instructions. Quality control analysis was performed using the Agilent Bioanalyzer and RNA Qubit assay. RNAseq libraries were prepared using 200 ng of total RNA and the NEBNext rRNA Depletion Kit (NEB, Cat #E6310X) as per the manufacturer’s instructions. This kit employs an RNaseH-based method to deplete both cytoplasmic (5S rRNA, 5.8S rRNA, 18S rRNA, and 28S) and mitochondrial (12S rRNA and 16S) ribosomal RNA from human, mouse, and rat total RNA preparations. The mRNA was enriched via poly-A-selection using oligoDT beads and then the RNA was thermally fragmented and converted to cDNA. The cDNA was adenylated for adaptor ligation and PCR amplified. The libraries were sequenced using a NovaSeq 6,000 with 150 bp paired-end reads, with a target of 50M reads per sample. RTA (version 2.4.11; Illumina) was used for base calling. Data are representative of three biological replicates.

### Transcriptomic analysis

Paired-end RNA sequencing reads (150 bp long) were trimmed and filtered for quality using Trimgalore v0.6.7. Trimmed reads were aligned and counted using Spliced Transcripts Alignment to a Reference (STAR) v2.7.9a with the –quantMode GeneCounts parameter against the GRCm38 (mm10) mouse genome (27). Sample read counts were normalized and differential expression was determined using DESeq2 v1.36.0 (28). Features counted fewer than five times across at least three samples were filtered out. Functional enrichment analysis by gene ontology (GO) was performed using clusterProfiler (v4.8.1) with ontologies obtained from the Gene Ontology Consortium (29, 30, 31, 32). OXPHOS-related genes were identified using the mouse MitoCarta 3.0 dataset (33).

### Quantification and statistical analysis

Details regarding the specific statistical tests, the definition of the center, and the number of replicates (n) for each experiment can be found in the figure legends. GraphPad Prism and MS Excel were used for all quantifications and statistical analyses.

## Results

### Transcriptomics reveals significant mitochondrial reprogramming that accompanies disruption of adipogenesis under the block of purine biosynthesis

Perturbing nucleotide metabolism can alter cell identity (34, 35). Previous work has demonstrated that blocking de novo purine and pyrimidine biosynthesis inhibits adipogenesis (23). This inhibition of nucleotide biosynthesis downregulates the expression of transcriptional master regulators of adipogenesis, PPARγ and C/EBPα. However, the mechanism by which the disruption of nucleotide biosynthesis blocks these transcriptional regulators and adipogenesis remains unclear. To obtain new mechanistic insights, we examined global transcriptional changes after purine biosynthesis inhibition. Using bulk RNAseq, we compared the transcriptomes of primary stromal vascular fraction (SVF) cells that were undifferentiated or differentiated toward an adipogenic fate for 6 days in the presence or absence of a purine biosynthesis inhibitor, mizoribine (MIZ) (36), which blocks inosine monophosphate dehydrogenase 1 and 2 (IMPDH1 and 2) (Supplemental Fig. S1A). 

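The RNAseq experiment comprised 9 libraries from primary mouse SVF cells, the cells of adipose tissue other than mature adipocytes, among them the preadipocytes. Undifferentiated cells, cells differentiated for 6 days with vehicle (DMSO) and cells differentiated for 6 days with 25 µM MIZ gave 3 libraries each. The dose is the one that the legend of Supplemental Fig. S5 gives for this experiment. The authors trimmed the reads, aligned them to the GRCm38 (mm10) mouse genome and counted them per gene, and the deposited values are raw counts for 32285 gene identifiers in each library. Libraries held 28760721 to 55288455 counts. A gene was tested if it had at least 5 counts in at least 3 of the 9 libraries, which left 17173 genes with 99.99% of the counts. Differences were tested for all 9 libraries together with edgeR's quasi-likelihood test on counts normalized by TMM, and a gene was called at an adjusted p (Benjamini-Hochberg) under 0.05. Levels are given as CPM after this normalization, as mean ± SD (n = 3 libraries), and log2 fold changes with edgeR's standard error.
Genes were also grouped into lists of pathways, protein complexes and cell type markers. The lists, the rule for which genes are named, the tests and the alternatives to them were written before the data were examined, apart from those named as chosen later. Each list was tested with limma's camera, which asks whether its genes differ from all other genes, once with a preset correlation of 0.01 between genes and once with a correlation estimated from the data. The text gives the adjusted p with the estimated correlation, and for lists that passed only with the preset correlation it gives both. In a fit of only the 6 MIZ and vehicle libraries, limma's camera passed 33 lists with the preset correlation and 0 with an estimated one (19 at an unadjusted p under 0.05), where the fit of all 9 libraries passed 34 and 23. A comparison of a single value between 3 and 3 libraries cannot give an exact permutation p below 0.1. The paper's text does not state whether the counting used strand, so the counts of a gene that overlaps another on the opposite strand may hold reads of both, and such genes are marked as overlapping where they are named.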

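MIZ-treated SVF cells had transcripts at levels outside the range of both other groups. Over 2-fold higher levels than in vehicle-treated and also than in undifferentiated cells were found for 644 genes, and over 2-fold lower levels than in both for 680 genes (edgeR). Genes above both groups included Kcnn3, which encodes a calcium-activated potassium channel, with a log2 fold change of 6.62 (standard error 0.168) against vehicle and 4.64 (standard error 0.134) against undifferentiated cells. Ifi27l2b, a gene of the interferon-inducible Ifi27 family, had log2 fold changes of 8.27 (standard error 0.156) and 6.67 (standard error 0.128). Among the genes below both groups were Lum, which encodes the matrix proteoglycan lumican (log2 fold changes -2.59 and -5.03), and Rgs2, which encodes a regulator of G protein signaling (-3.52 and -1.75). In a principal component analysis of the log2 CPM of all genes tested, the first component held 67.8% of the variance and the second 25.4%. On the first component the undifferentiated libraries lay between -115.7 and -114.8, the MIZ libraries between -7.86 and -3.51 and the vehicle libraries between 117.1 and 123.2. On the second component the MIZ libraries lay between 81.5 and 85.0, the undifferentiated libraries between -45.4 and -43.4 and the vehicle libraries between -42.3 and -35.7.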

Principal component analysis (PCA) revealed tight clustering by treatment, indicating low variance among replicate samples and unique transcriptional profiles among the conditions analyzed (Supplemental Fig. S1B). To determine how the inhibition of nucleotide biosynthesis alters the transcriptomic state of the cell as compared to the differentiated adipocyte control, we examined differentially expressed genes (DEGs) and subjected them to gene ontology (GO) analysis. 

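With MIZ, 6161 genes were higher and 6029 lower than in vehicle-treated cells (12190 of the 17173 genes tested), and 2788 of the higher and 2893 of the lower genes changed over 2-fold. The largest rise was in Ces2e, which encodes a carboxylesterase, from 0.0419 ± 0.023 to 30.1 ± 9.18 CPM, a log2 fold change of 9.38 (standard error 0.411, adjusted p = 4.17e-09 from edgeR). Acta2, Actg2, Myl9, Cnn1 and Lmod1, genes of contractile cells, were also among the 10 largest rises. The largest fall was in Cidea, which encodes a lipid droplet protein of brown and beige adipocytes, from 119 ± 11.2 CPM with vehicle to 1 count in the 3 MIZ libraries together, too few for a fold change. Aspg, which encodes an asparaginase, had a log2 fold change of -8.13 (standard error 0.412, adjusted p = 1.42e-08 from edgeR).
Differentiation with vehicle raised 6219 genes and lowered 7120 against undifferentiated cells, 2950 and 4117 of them over 2-fold. Cidec, which encodes a lipid droplet protein and had 0 counts in undifferentiated cells, was at least 74300-fold higher (taking 3 counts over the group as the floor), and C1qtnf3, which encodes a secreted protein related to adiponectin, had a log2 fold change of -8.59 (standard error 0.144). Of the 2950 genes that rose over 2-fold on differentiation, 2002 (67.9%) were over 2-fold lower with MIZ than with vehicle, and 48 were over 2-fold higher. Of the 4117 that fell, 1994 (48.4%) were over 2-fold higher with MIZ. Both comparisons use the same 3 vehicle libraries, which by itself makes their fold changes run in opposite directions. The correlation over genes was -0.5197 in counts simulated without any change and -0.6884 here. The covariance was -0.03634 in the simulations and -2.206 here. Against the 2002 and 1994 genes found here, the simulations gave a mean of 0. These values argue against the shared libraries alone as the source of the overlaps. Of the 2002 genes, 473 remained over 2-fold above undifferentiated cells with MIZ, where 5785 genes were higher and 5720 lower than in undifferentiated cells. Values of the MIZ and vehicle libraries did not overlap in 72.8% of the genes tested, where chance gives 10%.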

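Genes of the mature adipocyte were lower with MIZ than with vehicle, and remained above undifferentiated cells. All 21 genes of the adipocyte identity list fell (median log2 fold change -3.27, adjusted p = 0.0175 from limma's camera with the estimated correlation), and all of them were higher with MIZ than in undifferentiated cells (median 5.80, adjusted p = 1.03e-48 with the preset and adjusted p = 0.115 with an estimated correlation, from limma's camera). Pparg, the nuclear receptor that directs adipogenesis, had 8.12 ± 0.827 CPM in undifferentiated cells, 174 ± 9.9 with vehicle and 21.6 ± 2.66 with MIZ, a log2 fold change of -3.01 (standard error 0.0945, adjusted p = 3.37e-10 from edgeR) between the last pair. Plin1, which encodes the lipid droplet coat protein perilipin 1, had 1591 ± 28.5 CPM with vehicle and 218 ± 29.2 with MIZ. Car3, a carbonic anhydrase abundant in adipocytes, had a log2 fold change of -5.04 (standard error 0.22).
Among 19 adipogenic transcription factors 16 fell and 3 rose (adjusted p = 0.034 from limma's camera). Zfp423, a factor that commits cells to the preadipocyte fate, changed by -2.64 (standard error 0.0792), while Klf4, Klf5 and Cebpd, factors that act early in adipogenesis, were those that rose, Klf5 by 1.12 (standard error 0.12). Of 14 inhibitors of adipogenesis, 10 rose and 2 fell, a call that passed with the preset correlation (adjusted p = 0.02 from limma's camera) and not otherwise (adjusted p = 0.193 with an estimated correlation). Gata2, a factor that holds cells in the preadipocyte state, changed by 2.98 (standard error 0.13), and Hes1, a target of Notch signaling, by 1.47 (standard error 0.139), while Klf2 and Ddit3 fell. Of 17 thermogenic adipocyte genes 16 fell (median -4.29, adjusted p = 0.0076 from limma's camera), such as Otop1, a proton channel gene of brown fat (-6.81, standard error 0.359), and Bmp8b did not pass. All 10 genes of insulin signalling fell (median -1.38, adjusted p = 0.0076 from limma's camera), among them Pde3b, which encodes a phosphodiesterase through which insulin restrains lipolysis (-3.34, standard error 0.104), and Tbc1d4, which encodes a protein that controls glucose transporter traffic (-3.23, standard error 0.127). Counts were the same when adjusted over the list alone.

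**Figure D1:**
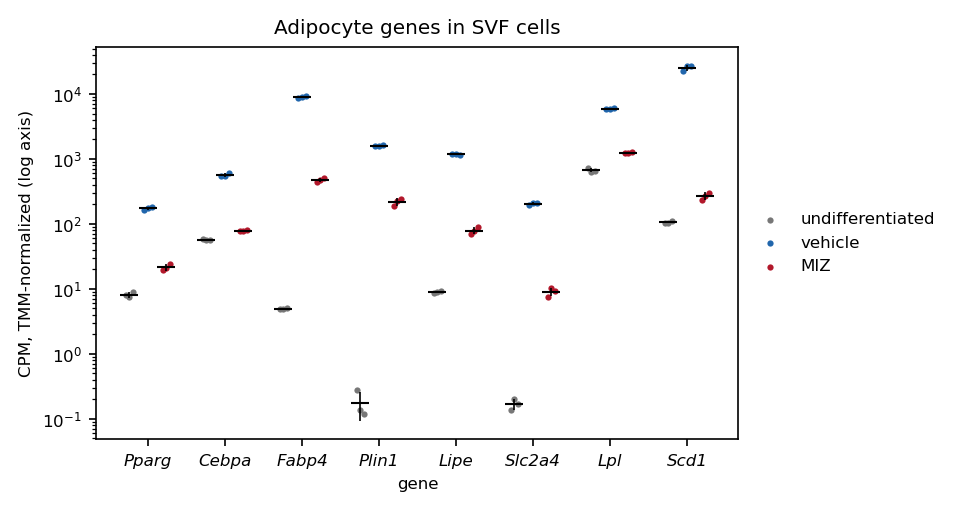
Levels of 8 adipocyte genes in undifferentiated cells and in cells differentiated with vehicle or MIZ, in CPM on a log axis. Points are libraries, lines are means and bars are SD (n = 3). Cebpa and Lipe overlap a gene on the opposite strand. In each of the 8 genes, the 3 MIZ libraries sit below the 3 vehicle libraries.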

We identified adipogenesis as a gene set altered by MIZ, confirming our previously published studies (23) (Supplemental Fig. S1C–E). Moreover, this analysis revealed gene signatures associated with fatty acid metabolism and cellular respiration (Fig. 1A, B and Supplemental Fig. S1C). Specifically, genes coding for mitochondrial oxidative phosphorylation (OXPHOS) subunits had significantly reduced expression under MIZ treatment (Fig. 1C and Supplemental Fig. S1F). These results confirm that nucleotide biosynthesis plays a role in modulating adipocyte differentiation and suggest that the mechanism might involve mitochondrial function.

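Genes of lipid storage and of the oxidation of pyruvate fell with MIZ. All 15 genes of fatty acid synthesis were lower than with vehicle (median log2 fold change -2.39, adjusted p = 0.0334 from limma's camera), as were all 12 of triglyceride synthesis (median -2.98, adjusted p = 0.0175) and all 14 of lipid droplet and lipolysis genes (median -2.83, adjusted p = 0.00917). Acacb, which encodes the acetyl-CoA carboxylase of the mitochondrial surface, had a log2 fold change of -5.37 (standard error 0.167, adjusted p = 3.15e-10 from edgeR). Pck1, whose product makes the glycerol backbone of triglycerides in adipocytes, changed by -7.45 (standard error 0.14), and Plin5, which encodes a droplet protein of oxidative tissues, by -5.28 (standard error 0.154). Among 20 genes of peroxisomal lipid metabolism every one fell (median -1.71, adjusted p = 0.0076 from limma's camera), such as Phyh, a gene of the oxidation of branched fatty acids (-2.81, standard error 0.0633).
The 25 genes of pyruvate dehydrogenase and TCA cycle enzymes all fell (median -2.32, adjusted p = 0.0076 from limma's camera). Idh3a, which encodes a subunit of isocitrate dehydrogenase, changed by -2.93 (standard error 0.0799) and Pdhb, which encodes a subunit of pyruvate dehydrogenase, by -3.12 (standard error 0.0575). Of the 4 pyruvate dehydrogenase kinases, which restrain that enzyme, Pdk4 (-3.50), Pdk2 (-3.46) and Pdk1 (-1.71) fell and Pdk3 (1.26) rose (adjusted p = 0.0175 from limma's camera). Of 24 genes of cholesterol synthesis, 21 fell and 2 rose, which passed with the preset correlation (adjusted p = 2.57e-07 from limma's camera) but not with an estimated one (adjusted p = 0.239 with an estimated correlation). Insig1, which encodes a sterol sensor, changed by -3.09 (standard error 0.0989). No count changed when adjusted over the list alone.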

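Subunits of every OXPHOS complex fell with MIZ. Of 85 nuclear genes that encode them, 83 were lower than with vehicle, 77 of them over 2-fold, and the median log2 fold change was -1.94. The 37 genes of oxphos complex I nuclear subunits had a median of -1.86, the 4 oxphos complex II subunits -2.29, the 9 oxphos complex III nuclear subunits -2.41 and the 18 oxphos complex V nuclear subunits -1.56 (adjusted p at most 0.0226 from limma's camera, with the estimated correlation). Of 17 oxphos complex IV nuclear subunits 16 fell (adjusted p = 0.0076 from limma's camera), and Cox6b2, the testis form of a subunit, did not pass. Cyc1, the gene of cytochrome c1 in complex III, had a log2 fold change of -2.81 (standard error 0.0579, adjusted p = 2.85e-11 from edgeR), and Atp5b, which encodes the catalytic subunit of ATP synthase, -2.04 (standard error 0.0524, adjusted p = 9.41e-11 from edgeR). Atpif1, the inhibitor of ATP synthase, was the exception that rose (0.61, standard error 0.0689) and overlaps another gene.
Genes encoded in mitochondrial DNA also fell. The 7 with more than near-zero counts ranged from a log2 fold change of -3.11 to one of -2.45, with a median of -2.60, among them mt-Nd1, which encodes a core subunit of complex I (-3.11, standard error 0.134), and mt-Cytb, which encodes cytochrome b (-2.47, standard error 0.121). Mitochondrially encoded genes took 4.35% ± 0.60 of all counts with vehicle and 0.765% ± 0.075 with MIZ (SD, n = 3 libraries, exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). The list of mitochondrially encoded oxphos subunits, with a median of -2.75 when the gene without MIZ counts is set at its bound, passed with the estimated correlation (adjusted p = 0.0342 from limma's camera), but not without the 6 genes of near-zero counts (adjusted p = 0.0743 with an estimated correlation from limma's camera), a setting chosen after the data were seen. Counts are the same when adjusted over the list alone.

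**Figure D2:**
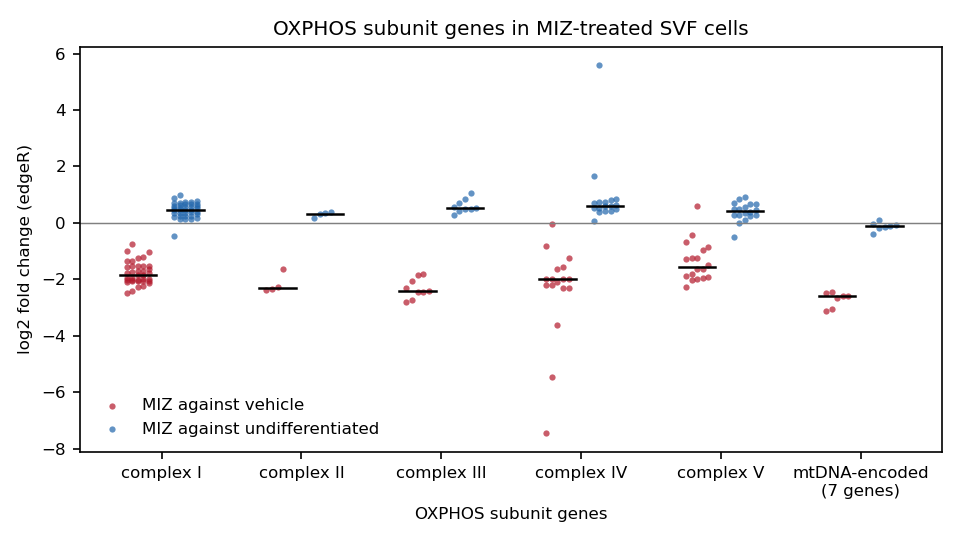
Log2 fold changes of OXPHOS subunit genes with MIZ, against vehicle (red) and against undifferentiated cells (blue), for nuclear genes by complex and for 7 mitochondrially encoded genes. Points are genes and lines are medians, which against vehicle lie between -2.41 and -1.56 for the nuclear groups.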

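Set against undifferentiated cells, the OXPHOS genes of MIZ-treated cells differed in the other direction for nuclear genes and little for mitochondrially encoded ones. Of the 85 nuclear genes, 78 were higher than in undifferentiated cells and 2 lower, with a median log2 fold change of 0.50, whereas differentiation with vehicle raised 84 with a median of 2.31. Cox7b, a complex IV subunit gene, was at 49.7 ± 1.41 CPM in undifferentiated cells, 376 ± 10.0 with vehicle and 75.6 ± 2.44 with MIZ. Sdha, which encodes the catalytic subunit of succinate dehydrogenase, was at 143 ± 3.36, 892 ± 34.3 and 177 ± 1.21 CPM. The 7 mitochondrially encoded genes with counts had a median of -0.12 between MIZ and undifferentiated cells, and of these mt-Nd5, which overlaps another gene, passed the edgeR test (-0.41, standard error 0.104). No list passed in this comparison with an estimated correlation (lowest adjusted p = 0.115 from limma's camera). The paper concludes from the RNAseq results that nucleotide biosynthesis has a role in adipocyte differentiation, and proposes an involvement of mitochondrial function in the mechanism.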

**Fig. 1:**
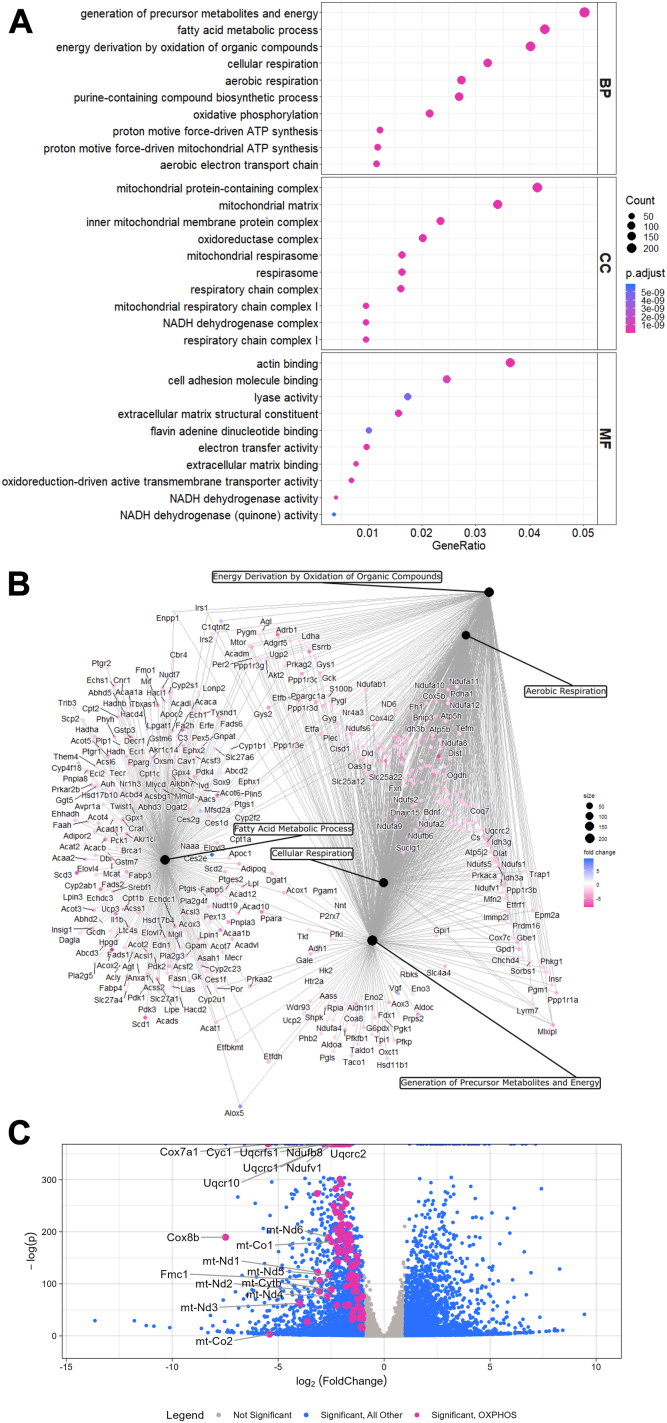
Transcriptomics reveals significant mitochondrial reprogramming that accompanies disruption of adipogenesis under the block of purine biosynthesis. A: Top 10 gene ontologies (GO) by gene ratio in the biological process (BP), cellular component (CC), and molecular function (MF) annotation categories. Size of dot represents the number of significantly (Benjamini-Hochberg adjusted *P* < 0.05), differentially expressed genes associated with each GO term. Color represents the Benjamini-Hochberg adjusted *P*-value. B: Network analysis of the top five biological processes GO terms by gene ratio. GO term node size represents the number of significantly (Benjamini-Hochberg adjusted *P* < 0.05) differentially expressed genes associated with each GO term. Gene node color represents fold change. C: Volcano plot of differentially expressed genes. Significant (Benjamini-Hochberg adjusted *P* < 0.05 and |log2(FoldChange)| > 1) differentially expressed OXPHOS-related genes (from the MitoCarta 3.0 dataset) are shown in pink. All other significantly differentially expressed genes are shown in blue, and nonsignificant genes are shown in gray. All the data in this figure were generated from the same RNA sequencing data set.

### Inhibition of nucleotide biosynthesis alters mitochondrial morphology and function

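Genes that build and maintain mitochondria fell with MIZ. Of 78 mitochondrial ribosomal proteins 75 fell (median log2 fold change -1.05, adjusted p = 0.0175 from limma's camera), as did 23 of 25 genes of mitochondrial protein import (median -1.01, adjusted p = 0.0342) and all 12 genes of cristae and MICOS, the complex that shapes the inner membrane (median -1.26, adjusted p = 0.0098). Mrpl52 and Mrpl33 of the ribosome and Tomm20 of the import machinery rose. Mrpl33 did not pass under some other settings. Mrpl12, a protein of the large mitochondrial ribosomal subunit, had a log2 fold change of -2.09 (standard error 0.0622, adjusted p = 2.37e-10 from edgeR), Timm44, a subunit of the import motor, -1.92 (standard error 0.0485), and Immt, the core subunit of MICOS, -1.95 (standard error 0.0442). Of 13 mitochondrial biogenesis regulators 10 fell (adjusted p = 0.0218 from limma's camera), such as Esrrg, an orphan nuclear receptor of oxidative tissues (-5.52, standard error 0.335), and Pprc1, which overlaps another gene, rose.
Several lists passed with the preset correlation and not with an estimated one. Oxphos assembly factors were lower in 41 of 48 genes (43 when adjusted over the list alone), and higher in Cox18 and Uqcc2, of which Uqcc2 did not pass under some other settings, with adjusted p = 7.48e-10 from limma's camera and adjusted p = 0.0513 with an estimated correlation. Genes of mitochondrial fission and fusion were lower in 10 of 12 (adjusted p = 0.000813 from limma's camera, adjusted p = 0.0638 with an estimated correlation), among them Mfn2, a gene of outer membrane fusion (-1.48, standard error 0.046), while Oma1 and Fis1 rose. Genes of mtDNA maintenance and transcription were lower in 11 of 15 (adjusted p = 0.00842 from limma's camera, adjusted p = 0.101 with an estimated correlation), such as Tefm, a transcription elongation factor (-1.32, standard error 0.0968). The other counts of these lists were the same when adjusted over the list alone.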

Because inhibition of nucleotide biosynthesis caused profound changes in mitochondrial gene expression in cells induced toward adipogenesis, we investigated the impact of these transcriptional changes on mitochondrial content and function. We first confirmed that MIZ or the pyrimidine biosynthesis inhibitor 5-fluorouracil (5FU), which blocks thymidylate synthase, consequently reducing deoxythymidine monophosphate (dTMP) levels (37), suppresses adipogenesis, as shown by decreased triglyceride levels (Supplemental Fig. S2A). We next evaluated the role of nucleotide biosynthesis in mitochondrial morphology. Primary SVF cells induced toward adipogenesis were treated with dimethyl sulfoxide (DMSO) (control), MIZ, or 5FU. Transmission electron microscopy (TEM) revealed that long-term nucleotide biosynthesis inhibition resulted in morphological changes including rounded mitochondria and altered cristae structure (Fig. 2A). We next determined whether the protein expression of key mitochondrial OXPHOS subunits was also impacted. Inhibition of nucleotide biosynthesis with MIZ or 5FU led to a dose-dependent decrease in the levels of mitochondrial OXPHOS proteins, including NDUFB8 (complex I subunit), SDHB (complex II subunit), UQCRC2 (complex III subunit), and ATP5A (complex V subunit) (Fig. 2B, C). This finding suggests that active de novo nucleotide biosynthesis may be required for mitochondrial respiration. Because the expression of OXPHOS proteins was reduced, we hypothesized that the mitochondrial membrane potential (MMP) might also be suppressed as a consequence of reduced proton gradient across the mitochondrial membrane. Using tetramethylrhodamine ethyl ester (TMRE), a dye that accumulates in regions of high MMP, we found that inhibition of nucleotide biosynthesis with MIZ or 5FU resulted in significant suppression of MMP (Fig. 2D, E). Furthermore, using the Seahorse Analyzer, we determined that mitochondrial basal respiration rate is reduced in the presence of MIZ or 5FU, as indicated by the lowered oxygen consumption rate (OCR) (Fig. 2F). Because SVF cells are a heterogeneous population, we enriched for preadipocytes by sorting out CD45 and CD31 positive cells and then treated the remaining cells with MIZ and 5FU. In the preadipocyte enriched population, MIZ and 5FU inhibited adipogenesis and OXPHOS protein expression to a similar degree as in non-sorted SVF, suggesting that the phenotypes observed are likely due to direct effects of nucleotide biosynthesis inhibitors on the adipogenic progenitors (Supplemental Fig. S2B–E). Our previous studies showed that blocking nucleotide biosynthesis even after mitotic clonal expansion prevents adipogenesis, suggesting that the effect of these inhibitors on differentiation is not dependent on their blockade of proliferation. To test whether the inhibition of nucleotide biosynthesis has distinct effects on OXPHOS protein expression before or after clonal expansion, we treated the cells with MIZ or 5FU at the initiation of differentiation (day 0) or post mitotic clonal expansion (day 3). Treating the cells with MIZ or 5FU at day 0 decreased cell number as would be predicted due to their inhibitory effect on proliferation, while treating at day 3 had no effect on cell number, suggesting that the mitotic clonal expansion had already occurred (Supplemental Fig. S2F, G). We confirmed that adipogenesis was inhibited even when the cells were treated with MIZ or 5FU after mitotic clonal expansion (Supplemental Fig. S2H, I). Moreover, we found MIZ or 5FU treatment after clonal expansion resulted in lower expression of OXPHOS proteins, suggesting that this effect is also independent of proliferation (Supplemental Fig. S2J, K). To determine if our findings in primary SVF cells are broadly applicable, we repeated the experiments using C3H10T1/2 cells, a mesenchymal stem cell line that can be differentiated into adipocytes. We found that treatment with MIZ or 5FU suppressed adipogenesis in C3H10T1/2 cells as evidenced by decreased BODIPY staining and decreased expression of perilipin and fatty acid binding protein 4 (FABP4) (Supplemental Fig. S2L, M, Fig. 2G). In addition, MIZ or 5FU treatment downregulated the expression of OXPHOS proteins ATP5A, UQCRC2, and SDHB (Fig. 2G). We recapitulated the effects of pharmacological inhibition of purine biosynthesis with a genetic approach by knocking down adenylosuccinate lyase (ADSL) in C3H10T1/2 cells and inducing the cells toward adipogenesis. Loss of ADSL modestly reduced OXPHOS protein expression (Fig. 2H) and lipid accumulation (Supplemental Fig. S2N). To evaluate whether a reduction in lipid droplets observed under the inhibition of nucleotide biosynthesis is due to increased beiging, we examined the expression of *Ucp1*, *Prdm16*, and *Ppargc1a*. MIZ and 5FU also suppressed being markers, consistent with the reduced adipogenesis (Supplemental Fig. S2O, P). Collectively, these data show that inhibition of nucleotide biosynthesis significantly affects mitochondrial morphology and function.

**Fig. 2:**
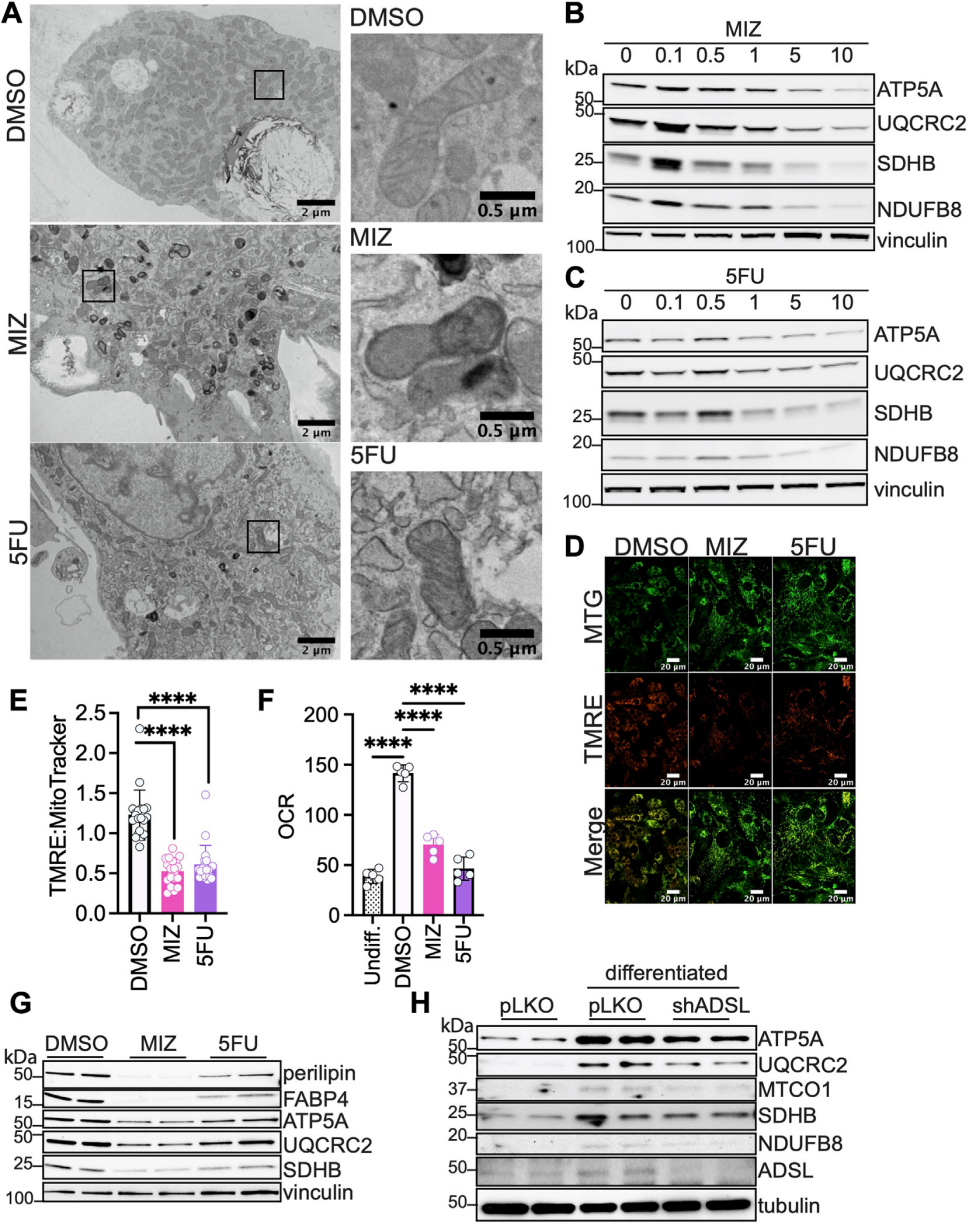
Inhibition of nucleotide biosynthesis alters mitochondrial morphology and function. A: Transmission electron microscopy was used to assess mitochondria in primary SVF cells isolated from white adipose tissue that were differentiated for 6 days in the presence of MIZ (10 μM) or 5FU (10 μM). B: Primary SVF cells were isolated and differentiated for 6 days. At the time of differentiation, cells were treated with different doses of MIZ (0, 0.1, 0.5, 1, 5, or 10 μM). On day 6 of differentiation, the cells were collected for Western blot analysis of mitochondrial OXPHOS proteins. C: SVF cells induced to adipogenesis were treated with different doses of 5FU (0, 0.1, 0.5, 1, 5, or 10 μM) and analyzed by Western blot. D: The ratio of TMRE and MitoTracker Green (MTG) staining was used to measure mitochondrial membrane potential relative to mitochondrial mass in primary SVF cells that were differentiated and treated with 10 μM MIZ or 5FU for 6 days. E: Twenty images per treatment were used to quantify the difference in signal by ImageJ. Significance was analyzed using one-way ANOVA multiple comparisons test. Error bars indicate mean ± SD, ∗∗∗∗ *P* < 0.0001. F: OCR from SVF cells undifferentiated or differentiated in the presence or absence of 10 μM MIZ or 10 μM 5FU (G) C3H10T1/2 cells were differentiated in the presence or absence of 25 μM MIZ or 10 μM 5FU. Lysates were analyzed by Western blot. (H) C3H10T1/2 cells expressing shControl (pLKO) vector or shADSL were differentiated for 6 days and analyzed by Western blot.

### Temporal inhibition of nucleotide biosynthesis reveals a more robust early suppression of transcriptional regulator PPARγ than mitochondrial function

Blocking nucleotide biosynthesis prevents adipogenesis in part through decreased PPARγ and C/EBPα expression (23). Co-regulation has been observed between the adipogenic transcriptional program and mitochondria. Specifically, PPARγ drives mitochondrial biogenesis (16, 38), while mitochondrial oxidative amino acid metabolism supports PPARγ expression (17, 22). Therefore, we probed whether the inhibition of nucleotide biosynthesis first reduces the expression of mitochondrial proteins or transcriptional regulators. SVF cells were lysed undifferentiated or after 3 or 6 days of differentiation in the presence or absence of MIZ or 5FU. We observed that MIZ-treated cells had decreased expression of PPARγ and C/EBPα after 3 days of differentiation as compared to vehicle controls, while mitochondrial OXPHOS proteins were less affected at this time point (Fig. 3A). PPARγ, C/EBPα, and OXPHOS proteins were significantly decreased by MIZ treatment after 6 days of differentiation (Fig. 3A). Examining time points prior to 3 days of differentiation did not reveal large effects on OXPHOS protein expression or differentiation markers (Supplemental Fig. S3A). Inhibiting pyrimidine biosynthesis with 5FU more potently reduced the expression of mitochondrial proteins even after only 3 days of differentiation (Fig. 3B). Next, we examined the effects of nucleotide biosynthesis inhibition on PPARγ localization. We found that MIZ and 5FU both reduced nuclear PPARγ localization, consistent with decreased adipogenesis (Fig. 3C, E). To examine the effect of nucleotide biosynthesis inhibition on mitochondrial function early in adipogenesis, we measured MMP in the presence or absence of MIZ and 5FU. After 3 days of differentiation, MIZ and 5FU reduced MMP, indicative of decreased mitochondrial activity (Fig. 3D, F). These results suggest that although inhibition of nucleotide biosynthesis affects both transcriptional regulation and mitochondrial function, its most potent effect is on transcriptional regulation early in adipogenesis. Of note, in these studies, we cannot conclude whether inhibition of nucleotide biosynthesis prevents induction of OXPHOS proteins and transcriptional regulators or if they are induced and then depleted through a process of degradation, for example.

**Fig. 3:**
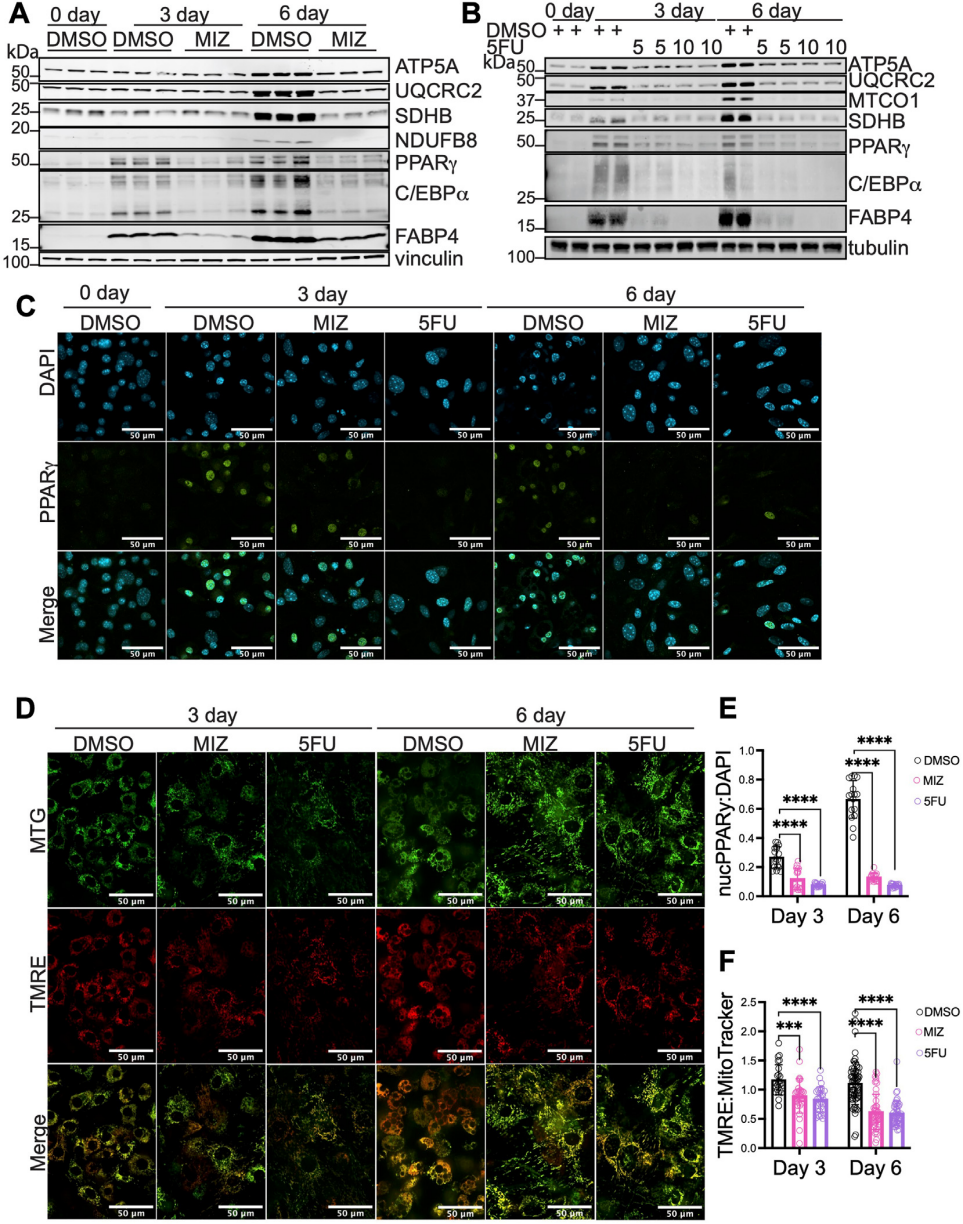
Temporal inhibition of nucleotide biosynthesis reveals a more robust early suppression of transcriptional regulator PPARγ than mitochondrial function. A: Protein levels of different OXPHOS components ATP5A, UQCRC2, SDHB, and NDUFB8 and adipogenic transcriptional regulators PPARγ (PPARg1 (53 kDa) and PPARg2 (57 kDa)) and C/EBPα (isoforms p42 and p30) in primary WAT SVF cells that were undifferentiated or differentiated for 3 or 6 days in the presence or absence of MIZ (10 μM). Data show three biological replicates. B: Protein levels of OXPHOS components ATP5A, UQCRC2, MTCO1, and SDHB, and adipogenic transcriptional regulators PPARγ and C/EBPα in primary SVF cells that were undifferentiated or differentiated for 3 or 6 days in the presence or absence of 5 μM or 10 μM 5FU. Data show biological duplicates. C: Immunofluorescence of PPARγ from SVF cells differentiated as indicated in the presence or absence of 10 μM MIZ or 10 μM 5FU. D: MTG and TMRE were used to assess changes in mitochondrial activity in primary SVF cells differentiated for 3 or 6 days in the presence or absence of 10 μM MIZ or 10 μM 5FU. Changes in (E) nuclear PPARγ or (F) TMRE were quantified using ImageJ. All experiments were repeated two or three times with two or three biological replicates. Statistical significance was determined using one-way ANOVA with multiple comparisons test. Error bars indicate mean ± SD, ∗∗∗*P* < 0.001, ∗∗∗∗*P* < 0.0001.

### PPARγ overexpression rescues mitochondrial function induced by the loss of *de novo* nucleotide biosynthesis

Because PPARγ is a critical regulator of mitochondrial biogenesis in numerous systems (39) and was suppressed more robustly than mitochondrial OXPHOS proteins early in adipogenesis, we hypothesized that PPARγ expression is necessary to maintain mitochondrial protein expression. Consistent with previous studies, inhibition of PPARγ and adipogenesis with the small molecule SR 16832 reduced the expression of mitochondrial OXPHOS proteins (Fig. 4A). If PPARγ activity maintains mitochondrial protein expression, forcing PPARγ expression even in the presence of nucleotide biosynthesis inhibitors should rescue mitochondrial protein expression. Indeed, we found that expression of exogenous PPARγ2 rescued mitochondrial OXPHOS protein expression in the presence of MIZ or 5FU in 3T3-L1 preadipocyte cells that were stimulated to differentiate for 6 days (Fig. 4B, C). While it appears that PPARγ more robustly restores OXPHOS protein expression in MIZ-treated cells as compared to 5FU-treated cells, these apparent differences can likely be attributed to the level of PPARγ overexpression that was achieved in these experiments. Furthermore, overexpression of PPARγ2 restored MMP in MIZ or 5FU-treated 3T3-L1 cells, as demonstrated by increased TMRE levels (Fig. 4D and E and Supplemental Fig. S4A, B). Of note, PPARγ overexpression also restored adipogenesis in the presence of MIZ or 5FU as evaluated by restoration of lipid droplets, consistent with our published studies (Supplemental Fig. S4C) (23). These data suggest that overexpressing sufficient levels of PPARγ can mitigate the suppression of mitochondrial function and adipogenesis resulting from the inhibition of nucleotide biosynthesis.

**Fig. 4:**
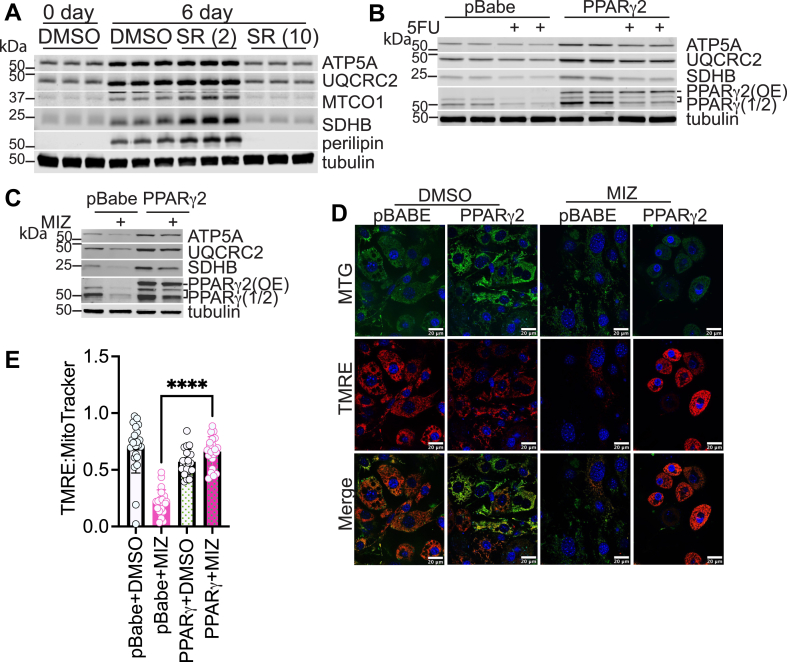
PPARγ overexpression rescues mitochondrial function induced by the loss of de novo nucleotide biosynthesis. A: OXPHOS protein levels were measured in primary SVF cells that were differentiated and treated with PPARγ inhibitor SR 16832 (2 μM or 10 μM) for 6 days (B) 3T3-L1 cells stably expressing pBABE control vector or PPARγ2 were differentiated and treated with 10 μM 5FU or DMSO (control) for 6 days. Protein expression was analyzed by Western blot as indicated. C: 3T3-L1 cells stably expressing pBABE control vector or PPARγ2 were differentiated and treated with 10 μM MIZ or DMSO (control) for 6 days. Protein expression was analyzed by Western blot as indicated. D: Live cell imaging with MTG and TMRE staining was used to assess changes in mitochondrial membrane potential relative to mitochondrial mass in the presence or absence of 25 μM MIZ. E: ImageJ was used to measure the ratio of MTG and TMRE. All experiments were repeated two or three times with two or three biological replicates. Statistical significance was determined using one-way ANOVA multiple comparisons test. Error bars indicate mean ± SD, ∗∗∗∗*P* < 0.0001.

### Inhibition of nucleotide biosynthesis blocks adipogenesis via the induction of mitochondrial fatty acid oxidation

Mitochondrial oxidative amino acid metabolism is required for the regulation of adipogenesis (17, 22, 40). To evaluate whether inhibition of nucleotide biosynthesis blocks adipogenesis by reprogramming of mitochondrial metabolism, we employed mass spectrometry to obtain steady-state metabolite profiles of 3T3-L1 fibroblasts differentiated to become adipocytes in the presence or absence of MIZ. We found that 85 out of 216 profiled metabolites were significantly altered by MIZ treatment (Supplemental Table S1). Using MetaboAnalyst 5.0, we observed that the TCA cycle is the top signature impacted by MIZ treatment (Fig. 5A). Fumarate, malate, and succinate were depleted, whereas alpha-ketoglutarate was elevated by MIZ treatment, raising the possibility that carbon flux through the TCA cycle is incomplete in the presence of nucleotide biosynthesis inhibition, which might have an impact on respiration (Fig. 5B). These data suggest that nutrient oxidation may be downregulated as a consequence of nucleotide biosynthesis inhibition, leading to the depletion of TCA cycle intermediates. 

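Most genes of glycolysis were lower with MIZ than with vehicle and higher than in undifferentiated cells. Of 20 genes 17 fell against vehicle and 1 rose, with a median log2 fold change of -1.39 (the same counts when adjusted over the list alone), and 15 were higher than in undifferentiated cells. Gpi1, which encodes glucose-6-phosphate isomerase, had a log2 fold change of -2.12 (standard error 0.12, adjusted p = 3.79e-08 from edgeR), and Ldhb, the gene of a lactate dehydrogenase subunit, changed by -3.05 (standard error 0.0706). Aldoc, an aldolase gene, was at 7.33 ± 3.04 CPM in undifferentiated cells, 16.4 ± 4.84 with vehicle and 0.691 ± 0.215 with MIZ. Eno2, an enolase gene, rose (1.33, standard error 0.17), and the hexokinase genes Hk1 and Hk3 did not pass. As a group, these genes passed with the preset correlation (adjusted p = 6.66e-06 from limma's camera) and not otherwise (adjusted p = 0.334 with an estimated correlation).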

We used RNAseq data from cells induced toward adipogenesis in the presence or absence of MIZ to examine gene expression in the glycolysis and branched-chain amino acid (BCAA) catabolism pathways, which are critical for adipogenesis (17, 22, 41). 

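Genes that break down branched-chain amino acids fell with MIZ, and so did most genes of mitochondrial fatty acid oxidation, while Cpt1a and Cpt1c rose. Of 26 genes of BCAA catabolism, 25 fell and Bcat1, a cytosolic aminotransferase gene that overlaps another gene, rose (1.05, standard error 0.152), with a median log2 fold change of -2.03 (adjusted p = 0.0076 from limma's camera). Dbt, which encodes the transacylase of the branched-chain keto acid dehydrogenase, had a log2 fold change of -3.39 (standard error 0.0554, adjusted p = 1.47e-11 from edgeR), and Hibch, an enzyme of valine breakdown, changed by -2.34 (standard error 0.0792). Of 20 genes of mitochondrial fatty acid oxidation 18 fell (median -2.69, adjusted p = 0.0218 from limma's camera). Acadm, the gene of medium-chain acyl-CoA dehydrogenase, changed by -3.39 (standard error 0.0969), Hadhb, a subunit of the trifunctional protein, by -3.02 (standard error 0.0699), and Cpt1b, the muscle form of carnitine palmitoyltransferase 1, by -4.97 (standard error 0.177). The genes that rose were Cpt1a, the liver form of that enzyme (1.63, standard error 0.0715, adjusted p = 4.57e-09 from edgeR), and Cpt1c, its brain form (2.95, standard error 0.0954, adjusted p = 4.22e-10 from edgeR), which overlaps another gene. Both counts were the same when adjusted over the list alone.

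**Figure D3:**
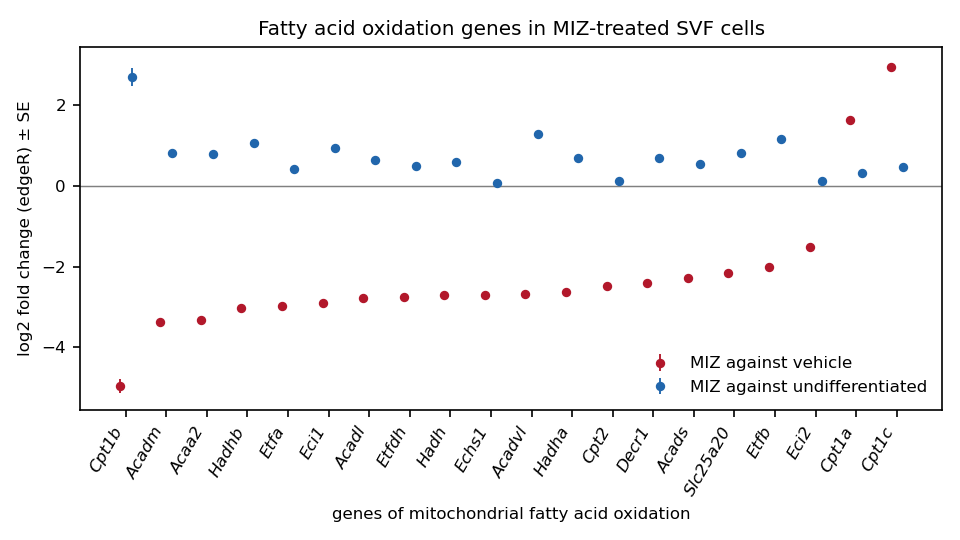
Log2 fold changes of 20 genes of mitochondrial fatty acid oxidation with MIZ, against vehicle (red) and against undifferentiated cells (blue). Points are genes and bars are edgeR standard errors, and against vehicle 18 genes lie below 0 and Cpt1a and Cpt1c above it.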

We found that both pathways were downregulated in the presence of MIZ (Supplemental Fig. S5A, B), whereas expression of enzymes involved in fatty acid oxidation (*Cpt1a* and *Cpt1c*) was increased (Fig. 5C). To determine if inhibition of nucleotide biosynthesis modulates fatty acid utilization, we measured the oxidation of radiolabeled palmitate. MIZ treatment increased palmitate oxidation (Fig. 5D), suggesting that nucleotide biosynthesis is involved in reprogramming mitochondrial metabolism in adipogenesis. These data led us to hypothesize that inhibition of nucleotide biosynthesis blocks adipogenesis by regulating mitochondrial fat metabolism. To determine if curbing fat oxidation would rescue adipogenesis in the presence of nucleotide biosynthesis inhibitors, we used etomoxir (ETO) to target carnitine palmitoyltransferase 1 (CPT1), a key enzyme in fat oxidation. In cells treated with MIZ or 5FU to block nucleotide biosynthesis, co-treatment with ETO partially restored the expression of OXPHOS proteins and induced a modest increase in expression of the adipogenic makers FABP4 and perilipin and increased BODIPY accumulation (Fig. 5E, F, I). Given these results, we predicted that MMP would also be rescued in cells co-treated with ETO and inhibitors of nucleotide biosynthesis. We observed that cells treated with MIZ or 5FU had reduced TMRE signal, which was restored by co-treatment with ETO, suggesting that modulating fatty acid metabolism alters MMP (Fig. 5G, H, Supplemental Fig. S5C, D). Collectively, these data suggest that inhibition of nucleotide biosynthesis reprograms mitochondrial metabolism such that increased fatty acid oxidation prevents lipid accumulation and adipogenesis.

**Fig. 5:**
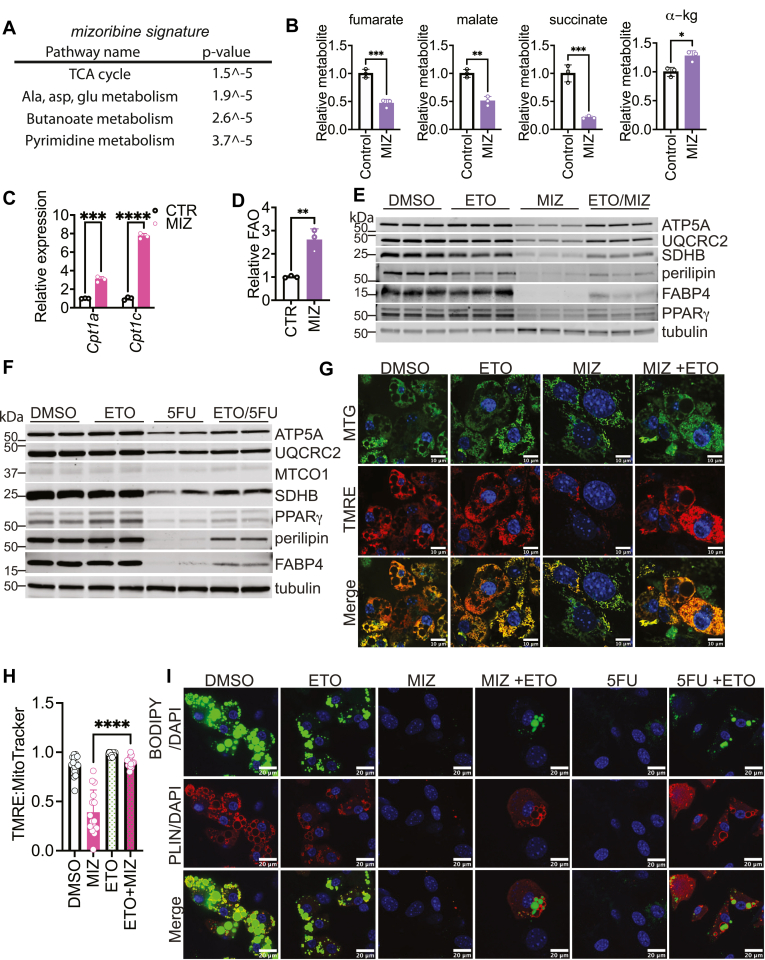
Inhibition of nucleotide biosynthesis blocks adipogenesis via the induction of mitochondrial fatty acid oxidation. A: Intracellular abundance of metabolites was profiled in 3T3-L1 cells induced to differentiate into adipocytes in the presence or absence of 25 μM MIZ. Cells were differentiated for 6 days. The pathway analysis module in MetaboAnalyst 5.0 was used to determine the most significantly altered metabolic pathways. B: Relative TCA cycle metabolite levels in 3T3-L1 cells induced to differentiate into adipocytes in the presence or absence of 25 μM MIZ. Statistical significance was determined by Student’s *t* test. Error bars indicate mean ± SD. C: Relative expression of *Cpt1a* and *Cpt1c* from bulk RNAseq described in Figure 1. Unpaired *t* test analysis. Error bars indicate mean ± SD, ∗∗∗*P* = 0.0003, ∗∗∗∗*P* < 0.0001. D: Palmitate oxidation by SVF cells stimulated to differentiate into adipocytes in the presence or absence of 25 μM MIZ. Statistical significance was determined by Student’s *t* test. Error bars indicate mean ± SD, ∗∗*P* ≤ 0.01. E: Protein expression analysis from SVF cells stimulated to differentiate into adipocytes in the presence or absence of 25 μM MIZ and/or 50 μM ETO. F: Protein expression analysis from SVF cells stimulated to differentiate into adipocytes in the presence or absence of 10 μM 5FU and/or 50 μM ETO. G: MTG and TMRE staining and live-cell fluorescent imaging from SVF cells stimulated to differentiate into adipocytes in the presence or absence of 25 μM MIZ and/or 50 μM ETO. H: ImageJ was used to analyze MTG and TMRE staining from experiments in 5G. Statistical significance was determined using one-way ANOVA with multiple comparisons test. Error bars indicate mean ± SD, ∗∗∗∗*P* < 0.0001. I: SVF cells are treated as in Figure 5G and Supplementary Figure S5C. BODIPY and PLIN were visualized by immunofluorescence.

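Relative to the mean of the vehicle libraries, Cpt1a was at 3.1 ± 0.314 and Cpt1c at 7.81 ± 0.323 with MIZ (mean ± SD, n = 3 libraries). Cpt1a and Cpt1c encode the liver and brain forms of carnitine palmitoyltransferase 1, an enzyme that the paper places in fat oxidation. Cpt1a was at 108 ± 5.04 CPM in undifferentiated cells, 43.2 ± 1.07 with vehicle and 134 ± 13.6 with MIZ, and Cpt1c, which overlaps another gene on the opposite strand, at 48.2 ± 1.12, 8.52 ± 1.44 and 66.6 ± 2.75 CPM. Both genes were thus lower with vehicle than in undifferentiated cells, and most of their rise against vehicle only makes up for that fall. In both genes, every MIZ library was higher than every vehicle library (exact permutation p = 0.1, two-sided, the smallest that 3 libraries against 3 allow).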

### Nucleosides rescue the effects of de novo purine and pyrimidine biosynthesis inhibition on adipogenesis and mitochondrial protein expression

Our previous studies indicated that the negative effects of the de novo purine biosynthesis inhibitors on adipogenesis can be rescued through the salvage pathway (23). However, we had not examined whether nucleosides can rescue adipogenesis in the presence of pyrimidine biosynthesis inhibition. To further evaluate whether exogenous nucleosides can rescue adipogenesis after purine or pyrimidine biosynthesis inhibition, primary SVF cells were exposed to MIZ or 5FU in the presence or absence of guanosine or thymidine, respectively, and adipogenesis was initiated (Fig. 6A, B). Guanosine rescued adipogenesis in the presence of MIZ, while thymidine rescued adipogenesis in the presence of 5FU, as evidenced by the restoration of lipid droplets and increased perilipin expression (Fig. 6C–F). We next examined whether adding exogenous nucleosides has any effect on mitochondrial protein expression. We observed that guanosine restored OXPHOS protein expression in the presence of MIZ (Fig. 6E). Similarly, thymidine restored OXPHOS protein expression in the presence of 5FU (Fig. 6F). Addition of excess exogenous nucleosides in the absence of nucleotide biosynthesis inhibition did not affect the expression of adipogenic or OXPHOS proteins likely indicating that the salvage pathway may not be utilized when de novo nucleotide biosynthesis is intact (Supplemental Fig. S6A, B). Altogether, these data support a model in which nucleotides are generated through the de novo nucleotide biosynthesis pathway to modulate mitochondrial metabolism and function to drive adipogenesis (Fig. 7).

**Fig. 6:**
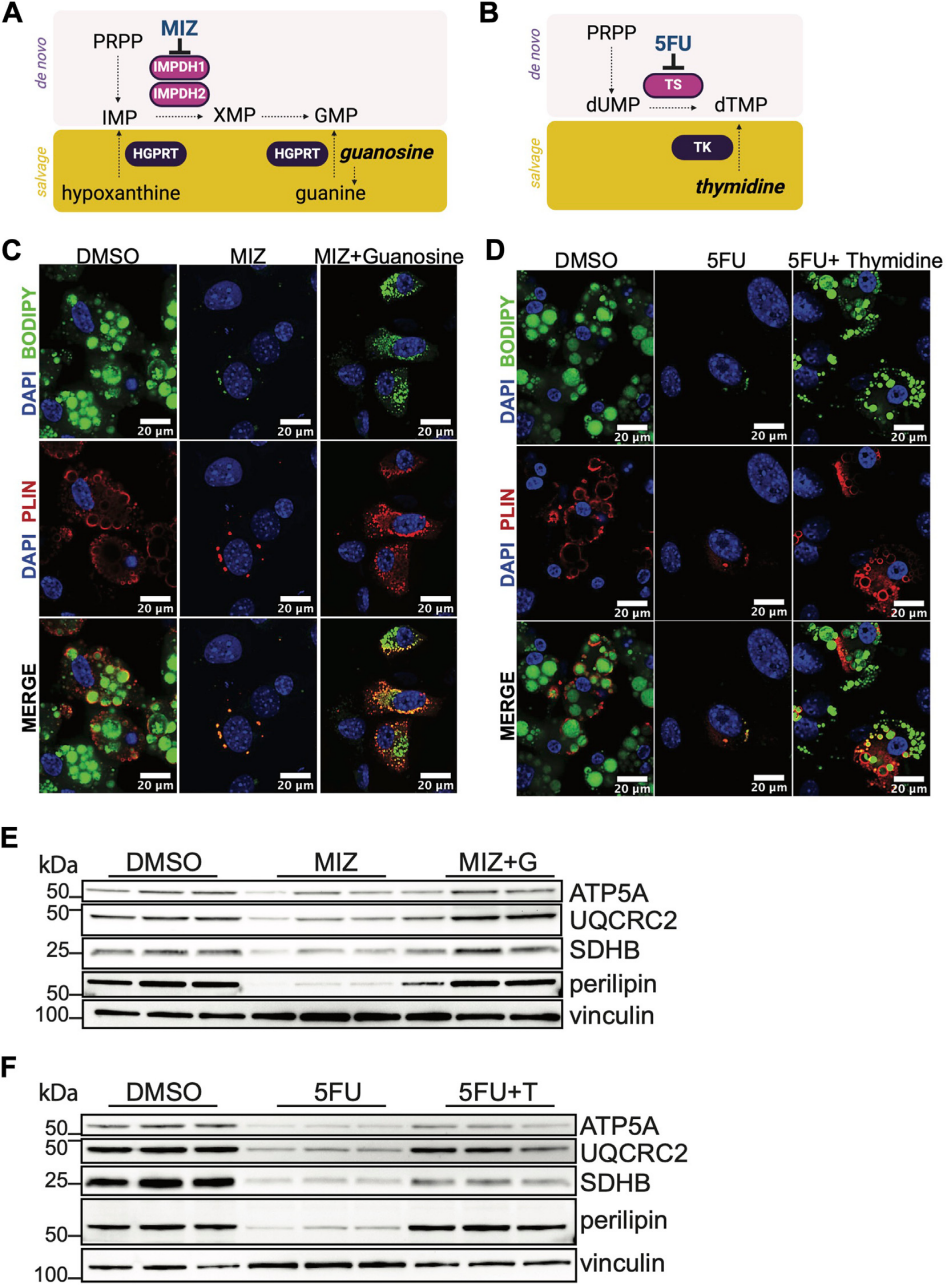
Nucleosides rescue the effects of de novo purine and pyrimidine biosynthesis inhibition on adipogenesis and mitochondrial protein expression. A: Schematic of how guanosine may rescue adipogenesis in the presence of MIZ through the purine salvage pathway. B: Schematic of how thymidine may rescue the effects of 5FU on adipogenesis. C: SVF cells stimulated to adipogenic differentiation in the presence or absence of 10 μM MIZ or 100 μM guanosine. Perilipin (PLIN), BODIPY, and DAPI were analyzed by immunofluorescence. D: SVF cells stimulated to adipogenic differentiation in the presence or absence of 5 μM 5FU or 100 μM thymidine. Perilipin (PLIN), BODIPY, and DAPI were analyzed by immunofluorescence. E: SVF cells stimulated to adipogenic differentiation in the presence or absence of 10 μM MIZ and 100 μM guanosine. Western blotting was performed as indicated. F: SVF cells stimulated to adipogenic differentiation in the presence or absence of 5 μM 5FU and 100 μM thymidine. Western blotting was performed as indicated. Data represent biological triplicates.

**Fig. 7:**
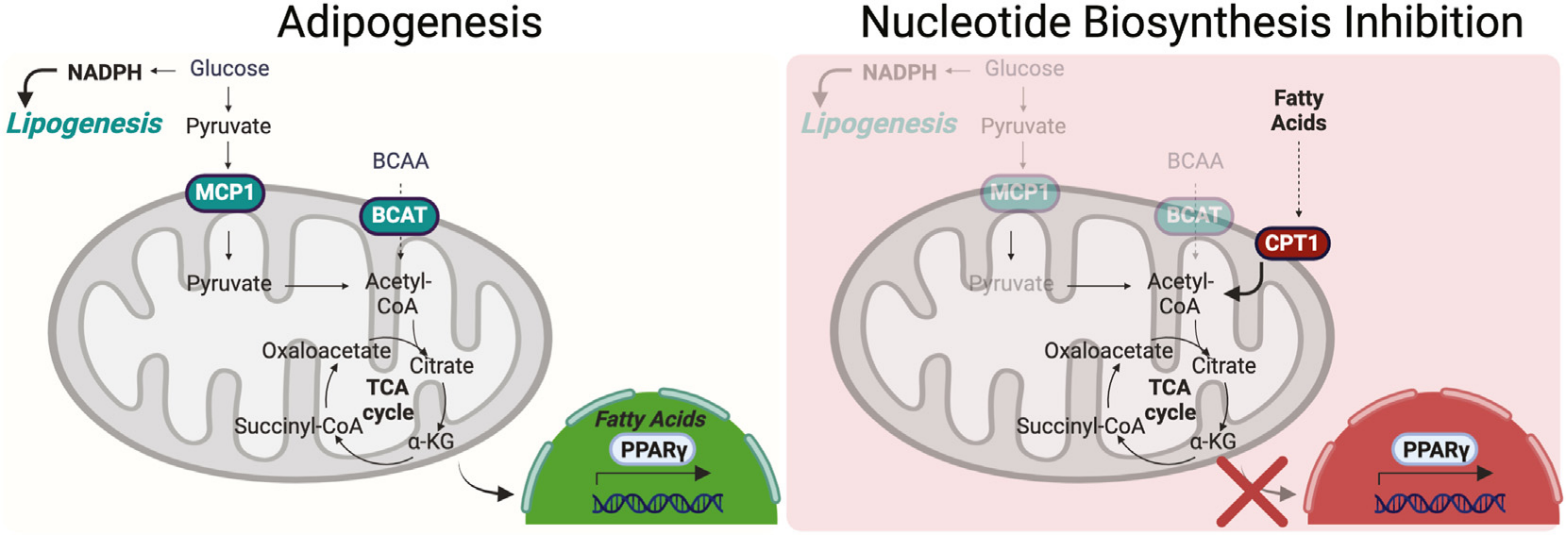
Summary model. Adipogenesis requires mitochondrial pyruvate and branched-chain amino acid (BCAA) oxidation. This metabolic program supports the expression of PPARγ. Under nucleotide biosynthesis inhibition, mitochondria increase the oxidation of fatty acids which downregulates adipogenesis. Illustration was generated using BioRender.com/l94r443.

## Discussion

Obesity is associated with the elevation of nucleotides in adipose tissue, although it remains unclear by which mechanism they are accumulating and the overall consequence of this accumulation (42, 43, 44). Significantly, the elevated rate of uric acid production from purine catabolism in obese adipose tissue is associated with metabolic syndrome, including glucose intolerance, dyslipidemia, and cardiovascular disease (45, 46). Therefore, valuable translational insights are likely to come from a better understanding of the role and regulation of nucleotide metabolism in adipose tissue. Previous studies have established that adipogenesis requires the induction of de novo nucleotide biosynthesis and catabolism in adipocytes, but the molecular mechanism of this regulation still requires further elucidation (47, 48).

In this study, we sought to understand the mechanism by which inhibition of nucleotide biosynthesis blocks adipogenesis. Our early experiments revealed large changes in the mitochondrial transcriptome, which prompted us to evaluate the effect of nucleotide biosynthesis on mitochondrial function and metabolism. Disruption of nucleotide biosynthesis altered mitochondrial morphology, reduced expression of proteins required for mitochondrial respiration, reduced mitochondrial activity, and induced metabolic reprogramming that resulted in increased fatty acid oxidation. Blocking fatty acid oxidation restored adipogenesis, which suggests that these changes in mitochondrial metabolism are a part of the mechanism by which inhibition of nucleotide biosynthesis impedes adipogenesis.

The temporal analysis exposed a nuanced interplay between transcriptional regulation and mitochondrial function under the inhibition of nucleotide biosynthesis. While the expression of PPARγ and C/EBPα was potently suppressed early in adipogenesis, mitochondrial OXPHOS proteins exhibited more modest downregulation. By contrast, the master transcriptional regulators and mitochondrial OXPHOS proteins were all potently downregulated by nucleotide biosynthesis inhibition later in adipogenesis. Interestingly, the inhibitory effects of blocking nucleotide biosynthesis on mitochondrial function were observed before its inhibitory effects on OXPHOS protein expression, suggesting that nucleotides regulate mitochondria through multiple mechanisms. This temporal relationship underscores the complex connection between nucleotide biosynthesis, transcriptional regulation, and mitochondrial activity during the early stages of adipocyte differentiation, which is in agreement with previously published studies (17, 22). The subsequent rescue experiments involving PPARγ overexpression provide compelling evidence that PPARγ expression can influence mitochondrial protein levels, even in the presence of stress induced by the inhibition of nucleotide biosynthesis. These findings align with existing literature that positions PPARγ as a critical facilitator of mitochondrial biogenesis during adipogenesis (16, 49, 50).

Given that restoring mitochondrial metabolism by blocking fatty acid oxidation rescued PPARγ and that restoring PPARγ expression rescued mitochondrial function in the presence of nucleotide biosynthesis inhibitors, our studies support the hypothesis that positive feedback occurs between mitochondrial metabolism and PPARγ. While regulation of mitochondrial biogenesis by PPARγ is well accepted, signaling from mitochondria to PPARγ is a relatively new observation that is poorly understood. Previous studies showed that blocking the oxidation of BCAAs in the mitochondria early in adipogenesis disrupted PPARγ activity and adipogenesis (17, 22). Indeed, these studies demonstrated that posttranslational events activate mitochondrial oxidative metabolism and respiration prior to the induction of mitochondrial biogenesis. Thus, it is possible that inhibition of nucleotide biosynthesis disrupts adipogenesis by first reducing glucose and BCAA oxidation, which provide metabolic intermediates for lipogenesis. Additionally, a block in glucose and BCAA oxidation would stimulate oxidation of fatty acids as a compensatory mechanism. Consequently, we would expect that reduced lipogenesis and increased fatty acid oxidation would result in reduced availably of fats that bind to and stabilize PPARγ (51, 52), which in turn would lead to a stall in mitochondria biogenesis. More work is required to fully test this model and elucidate which nucleotide binding enzymes in BCAA catabolism or glucose oxidation first sense changes in nucleotide availability to modulate adipogenesis.

Previous studies have also shown that mitochondria synthesize dTMP, which is required for mitochondrial DNA replication (53, 54). In the current study, we did not examine nucleotide levels in the mitochondrial compartment or the effects of 5FU on mtDNA. It is possible that this is another mechanism by which nucleotide availability impacts adipogenesis.

Our results suggest that mitochondrial fatty acid metabolism modulates PPARγ activity during adipogenesis, thus providing a new understanding of how mitochondria communicate energy state to nuclear transcriptional regulators. We propose that under normal conditions supporting adipogenesis, mitochondrial fat oxidation is restricted, leading to an accumulation of fatty acids that bind to and activate PPARγ. Conversely, when nucleotide biosynthesis is blocked, mitochondria can pivot their metabolism to consume fatty acids, thereby reducing the fatty acid-mediated activation of PPARγ. Thus, nucleotides regulate adipogenesis by modulating mitochondrial metabolism, which enables mitochondria to act as nutrient sensors that modulate fatty acid availability to influence cellular outcomes.

## Data availability

Any information required to reanalyze the data reported in this article is available from the lead contact upon request. RNAseq data files were uploaded to the Gene Expression Omnibus repository within the GSE265830 reference series.

## Supplemental Data

This article contains supplemental data

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Disruption of nucleotide biosynthesis reprograms mitochondrial metabolism to inhibit adipogenesis
**Source:** J Lipid Res. 2024 Sep 6;65(10):100641. doi: 10.1016/j.jlr.2024.100641
**Supplement:** Supplemental Figures S1–S6

**Supporting Document
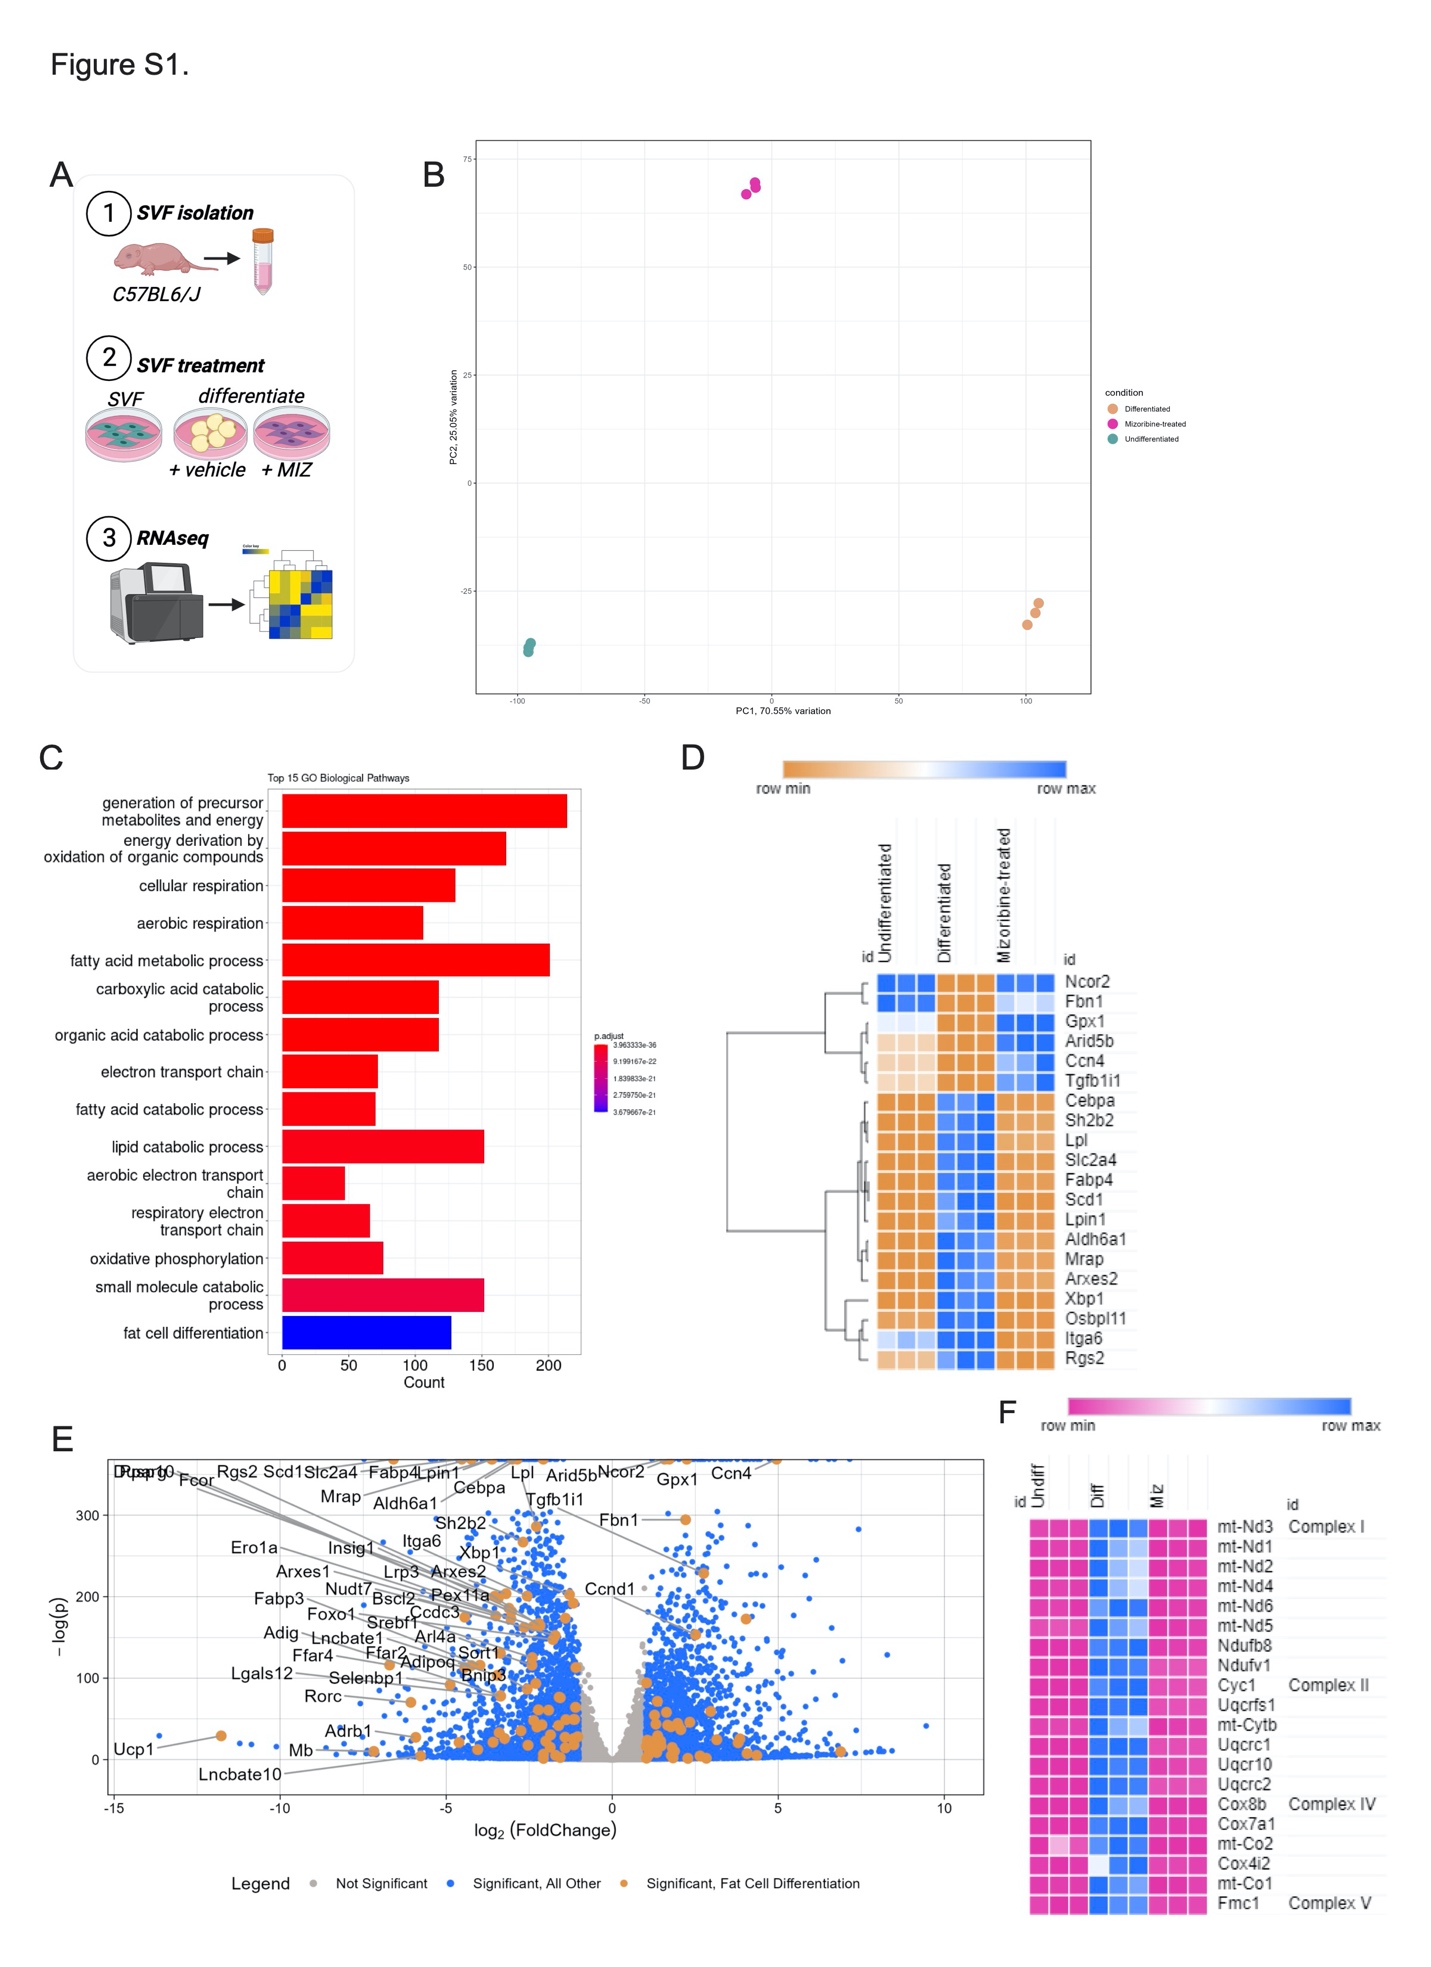
**: Pinette J.A. *et al*.

**Figure S1. Transcriptomics reveals significant mitochondrial reprogramming that accompanies disruption of adipogenesis under the block of purine biosynthesis.**

(A) Schematic of the experimental setup, primary cell isolation, differentiation, treatment, and RNA-sequencing. 3 biological replicates were analyzed for each condition. Figure S1A was created Created in BioRender. Zaganjor, E. (2023) BioRender.com/q72p095. (B) Principal component analysis (PCA) of the cellular transcriptome of primary mouse SVF cells undifferentiated or differentiated to adipocytes for 6 days and treated with either mizoribine or DMSO. 

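Genes of the Y chromosome (Ddx3y, Eif2s3y, Kdm5d and Uty) were at 27.5 to 113.5 CPM in all 9 libraries and Xist, the transcript of the inactive X chromosome, had 5 to 12 counts. Distances between libraries (Euclidean, over the log2 CPM of all genes tested) were 40.5 to 43.1 among undifferentiated, 48.4 to 55.5 among MIZ and 48.1 to 72.1 among vehicle libraries. Libraries of different groups were 168.7 to 243.6 apart. The third principal component held 2.23% of the variance and lay at -41.9 in vehicle replicate 1 and 27.9 in vehicle replicate 3. No pairing of libraries across groups by replicate number was visible, as the correlations between their deviations from the group mean were -0.0447 to 0.063. The library of the same number was the best match in 5 of 9 cases. Correlations this small cannot tell unpaired replicates from paired ones with a weak shared effect.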

(C) Top 15 GO biological pathways altered by MIZ. Data shown are from three biological replicates. (D) Expression of the top 20 genes relating to fat cell differentiation (GO:0045444) by fold change in primary mouse SVF cells differentiated to adipocytes for 6 days and treated with either mizoribine or DMSO. 

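The genes of this panel were chosen by the study on these libraries, so their direction is not independent evidence. Among genes that rose with MIZ were Gpx1, which encodes a glutathione peroxidase, with a log2 fold change of 2.27 (standard error 0.0449, adjusted p = 2.49e-11 from edgeR), Ccn4, which encodes a secreted target of Wnt signaling (4.97, standard error 0.127), Tgfb1i1, a TGF-beta-induced coactivator (2.77, standard error 0.0712), and Arid5b, a chromatin protein (1.60, standard error 0.0408). Among those that fell were Mrap, the accessory protein of melanocortin receptors (-3.61, standard error 0.0816), Arxes2, a gene of adipocytes (-3.18, standard error 0.0927), Sh2b2, an adaptor of the insulin receptor (-2.67, standard error 0.0644), and Osbpl11, a lipid-binding protein (-2.06, standard error 0.0397).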

Hierarchical clustering by Spearman’s correlation coefficient. (E) Volcano plot of differentially expressed genes in primary mouse SVF cells differentiated to adipocytes for 6 days and treated with either mizoribine or DMSO. Significantly (Benjamini-Hochberg adjusted p < 0.05 and |log2(FoldChange)| > 1) differentially expressed genes related to fat cell differentiation (GO:0045444) are shown in orange. 

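Chosen by the study on these libraries as well, the genes named in this panel are no independent evidence of direction. Fabp4, which encodes the fatty acid binding protein of adipocytes, was at 8901 ± 294 CPM with vehicle and 477 ± 31.8 with MIZ. Slc2a4, which encodes the insulin-responsive glucose transporter, fell with a log2 fold change of -4.51 (standard error 0.0968, adjusted p = 3.41e-11 from edgeR), and Lpl, the lipoprotein lipase gene, with one of -2.27 (standard error 0.0655). Adipoq, the adiponectin gene, changed by -3.44 (standard error 0.147), and Itga6, an integrin gene, by -2.54 (standard error 0.0767). Ucp1, the uncoupling protein of brown adipocytes, fell from 60.3 ± 2.37 CPM to 2 counts in the 3 MIZ libraries together.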

All other significantly differentially expressed genes are shown in blue, and nonsignificant genes are shown in gray. Data shown are from three biological replicates. The volcano plot presented is the same as in Figure 1C, from the same RNA sequencing experiment. This reuse is intended to highlight fat cell differentiation genes. (F) Gene expression of the top 20 genes related to oxidative phosphorylation (OXPHOS) by fold change. 

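The largest falls among nuclear OXPHOS genes were in subunits of complex IV that are specific to some tissues. Cox8b was at 82.2 ± 12.9 CPM with vehicle and 0.481 ± 0.221 with MIZ, a log2 fold change of -7.46 (standard error 0.215, adjusted p = 1.90e-10 from edgeR). Cox7a1, a subunit of heart and muscle, changed by -5.45 (standard error 0.116) and Cox4i2, a subunit regulated by oxygen, by -3.61 (standard error 0.268). Uqcrfs1, which encodes the Rieske protein of complex III, changed by -2.73 (standard error 0.0496), Ndufv1, which encodes the NADH-binding subunit of complex I, by -2.41 (standard error 0.0485), and Sdhb, an iron-sulfur subunit of complex II, by -2.26 (standard error 0.0538). The study chose this panel by fold change on these libraries, so the direction of its genes is not independent evidence.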

Gene annotations obtained from the MitoCarta 3.0 dataset. All the data in this figure were generated from the same RNA sequencing data set.

**
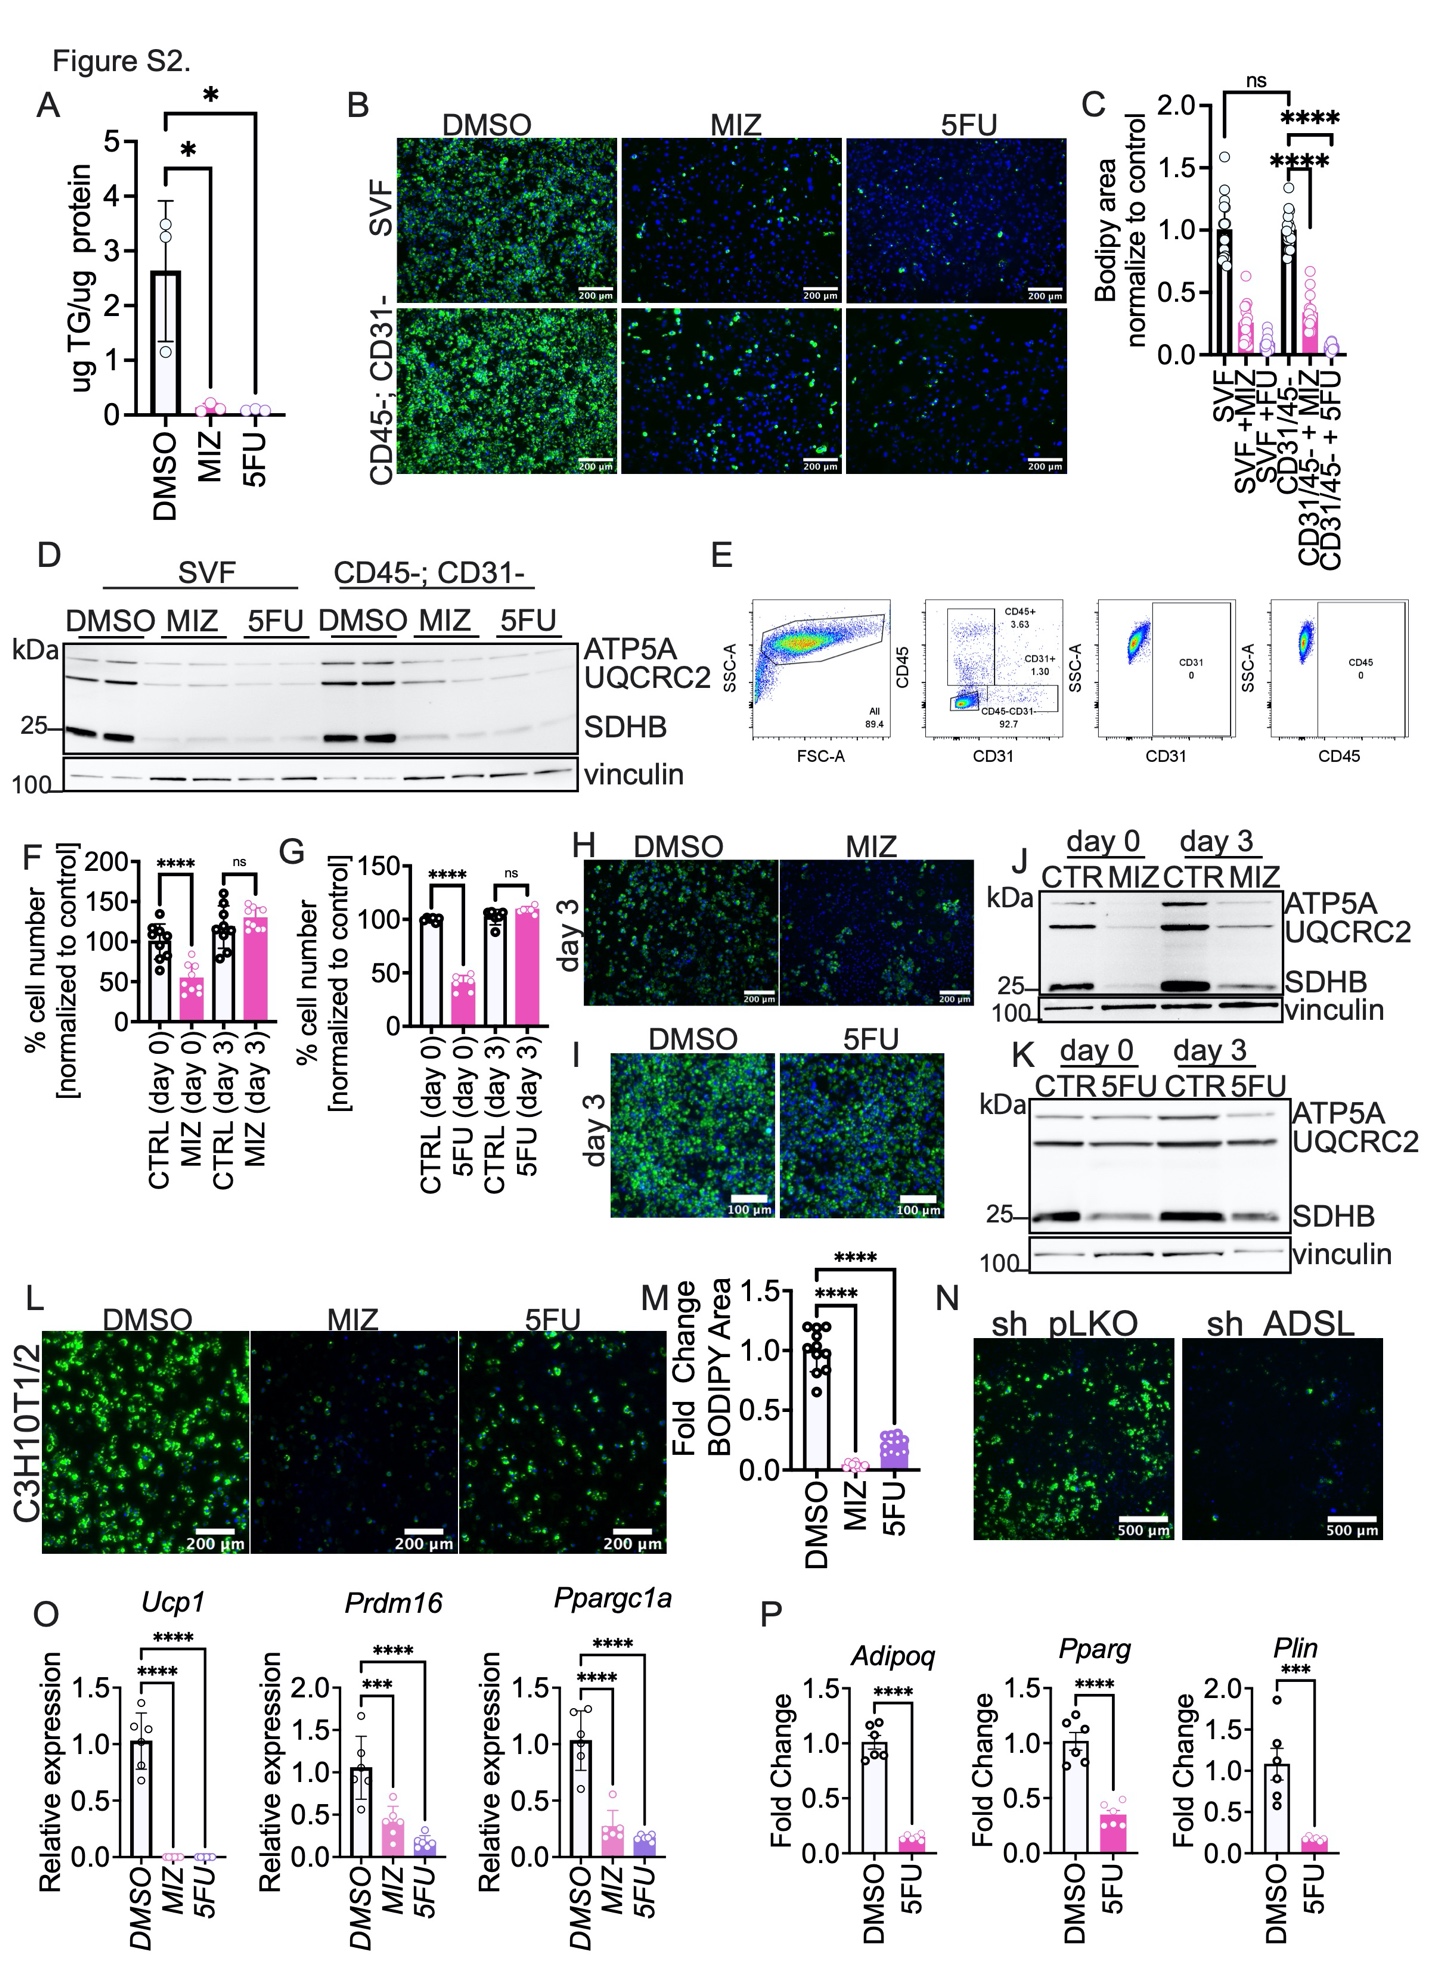
**

**Figure S2. Inhibition of nucleotide biosynthesis alters mitochondrial morphology and function.** (A) SVF cells were differentiated in the presence or absence of MIZ or 5FU (10 μM). Lipids were extracted and triglycerides were measured by gas chromatography. Statistical significance was determined using one-way ANOVA with multiple comparisons test. Error bars indicate mean +/− SD, ^∗^p < 0.05. (B) SVF cells were isolated and cultured until confluent. A portion of the total SVF was plated, and the remaining total SVF cells were FACS sorted to remove CD45+ and CD31+populations. The total SVF and CD45-/CD31- cells were differentiated in the presence or absence of MIZ (10 μM) or 5FU (10 μM). BODIPY staining was imaged. (C) Using ImageJ BODIPY area was quantified from samples in S2B. Statistical significance was determined using one-way ANOVA with multiple comparisons test. Error bars indicate mean +/− SD, ns= nonsignificant, ^∗∗∗∗^p <0.0001. (D) Protein expression of ATP5A, UQCRC2, SDHB, and vinculin were analyzed from samples treated as in S2B. Data depicts biological duplicates. (E) Gating strategy for S2B. From left to right: plot depicting total SVF without debris. Population from previous plot gated against CD45 and CD31; double negative cells were sorted. CD31 plot demonstrating that no CD31+ cells were sorted. CD45 plot demonstrating that no CD45+ cells were sorted. (F) SVF cells were differentiated and MIZ (20 μM) was added at day 0 or day 3 of differentiation. Cell number was measured by DAPI staining and quantification using ImageJ. Statistical significance was determined using one-way ANOVA with multiple comparisons test. Error bars indicate mean +/− SD, ns= nonsignificant, ^∗∗∗∗^p <0.0001. (G) SVF cells were differentiated and 5FU (5 μM) was added at day 0 or day 3 of differentiation. Cell number was measured by DAPI staining and quantification using ImageJ. Statistical significance was determined using one-way ANOVA with multiple comparisons test. Error bars indicate mean +/− SD, ns= nonsignificant, ^∗∗∗∗^p <0.0001. (H) BODIPY staining from SVF cells treated with vehicle or MIZ (20 μM) starting at day 3 post adipogenic differentiation. (I) BODIPY staining from SVF cells treated with vehicle or 5FU (5 μM) starting at day 3 post adipogenic differentiation. (J) Protein expression ATP5A, UQCRC2, SDHB, and vinculin were analyzed from samples treated as in S2H. (K) Protein expression ATP5A, UQCRC2, SDHB, and vinculin were analyzed from samples treated as in S2I. (L) C3H10T1/2 cells were differentiated for 6 days in the presence of 25 μM MIZ or 10 μM 5FU. Cells were then stained with BODIPY and imaged. (M) BODIPY area was quantified using Image J. Statistical significance was determined using one-way ANOVA with multiple comparisons test. Error bars indicate mean +/− SD, ^∗∗∗∗^p <0.0001. (N) Representative BODIPY images from control (shpLKO) and ADSL knockdown (shADSL) cells differentiated for 6 days. (O) Relative *Ucp1, Prdm16,* and *Ppargc1a* expression from SVF cells that have undergone adipogenic differentiation in the presence or absence of MIZ or 5FU. (P) Relative *Adipoq, Pparg,* and *Plin* expression from SVF cells that have undergone adipogenic differentiation in the presence or absence of 5FU.

**
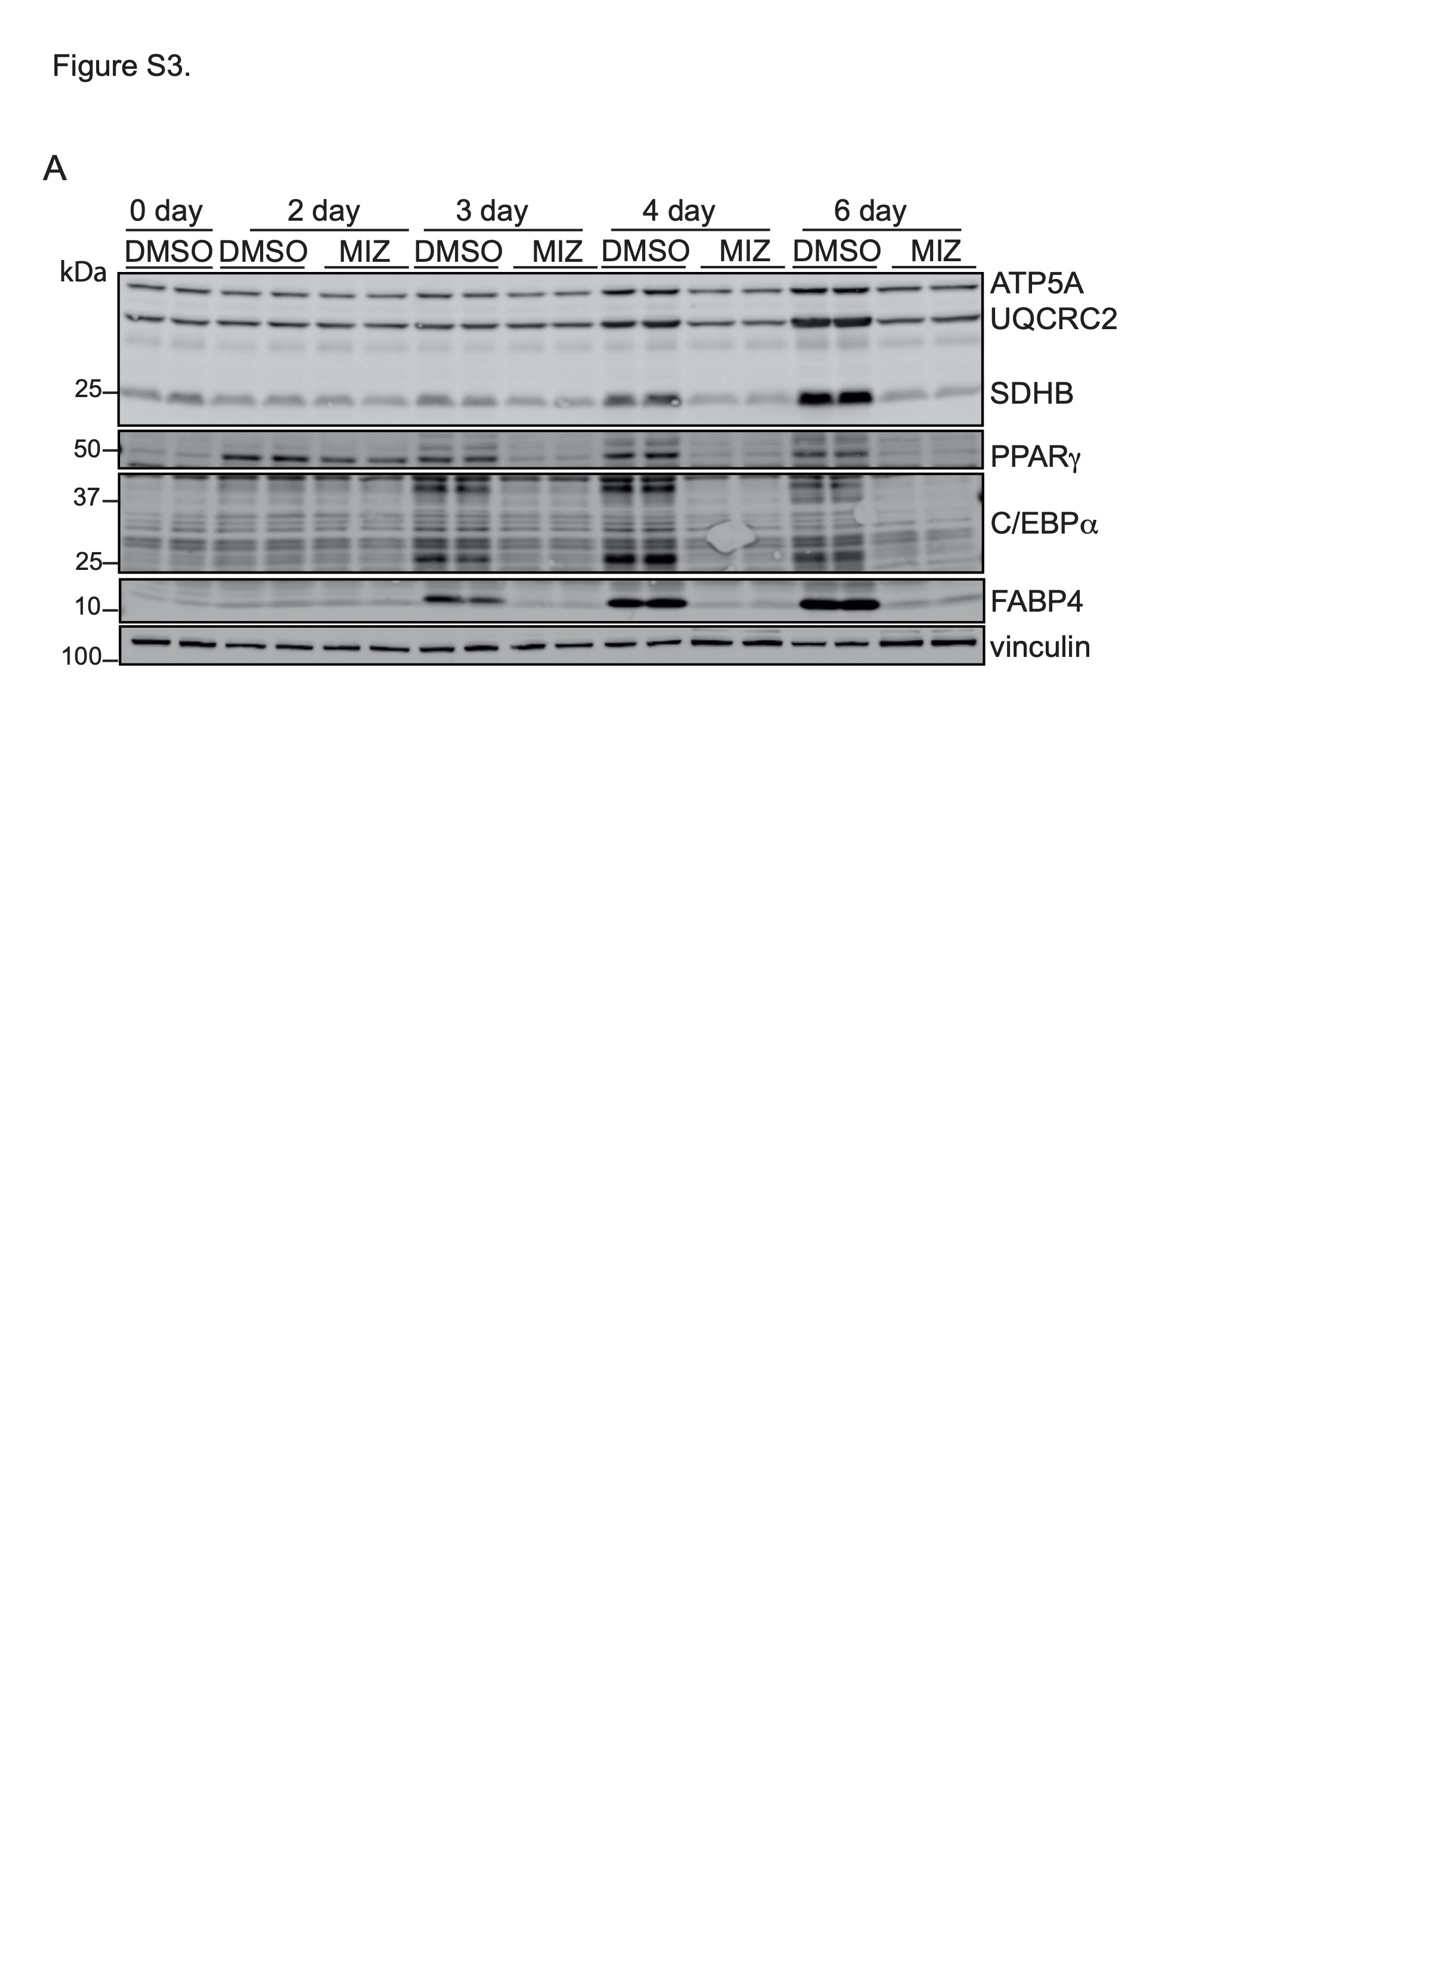
Figure S3. Temporal inhibition of nucleotide biosynthesis reveals a more robust early suppression of transcriptional regulator PPARγ than mitochondrial function.**

(A) Protein expression ATP5A, UQCRC2, SDHB, and the adipogenic transcriptional regulators PPARγ and C/EBPα in primary SVF cells that were undifferentiated or differentiated for the indicated time in the presence or absence of MIZ (10 μM).

**
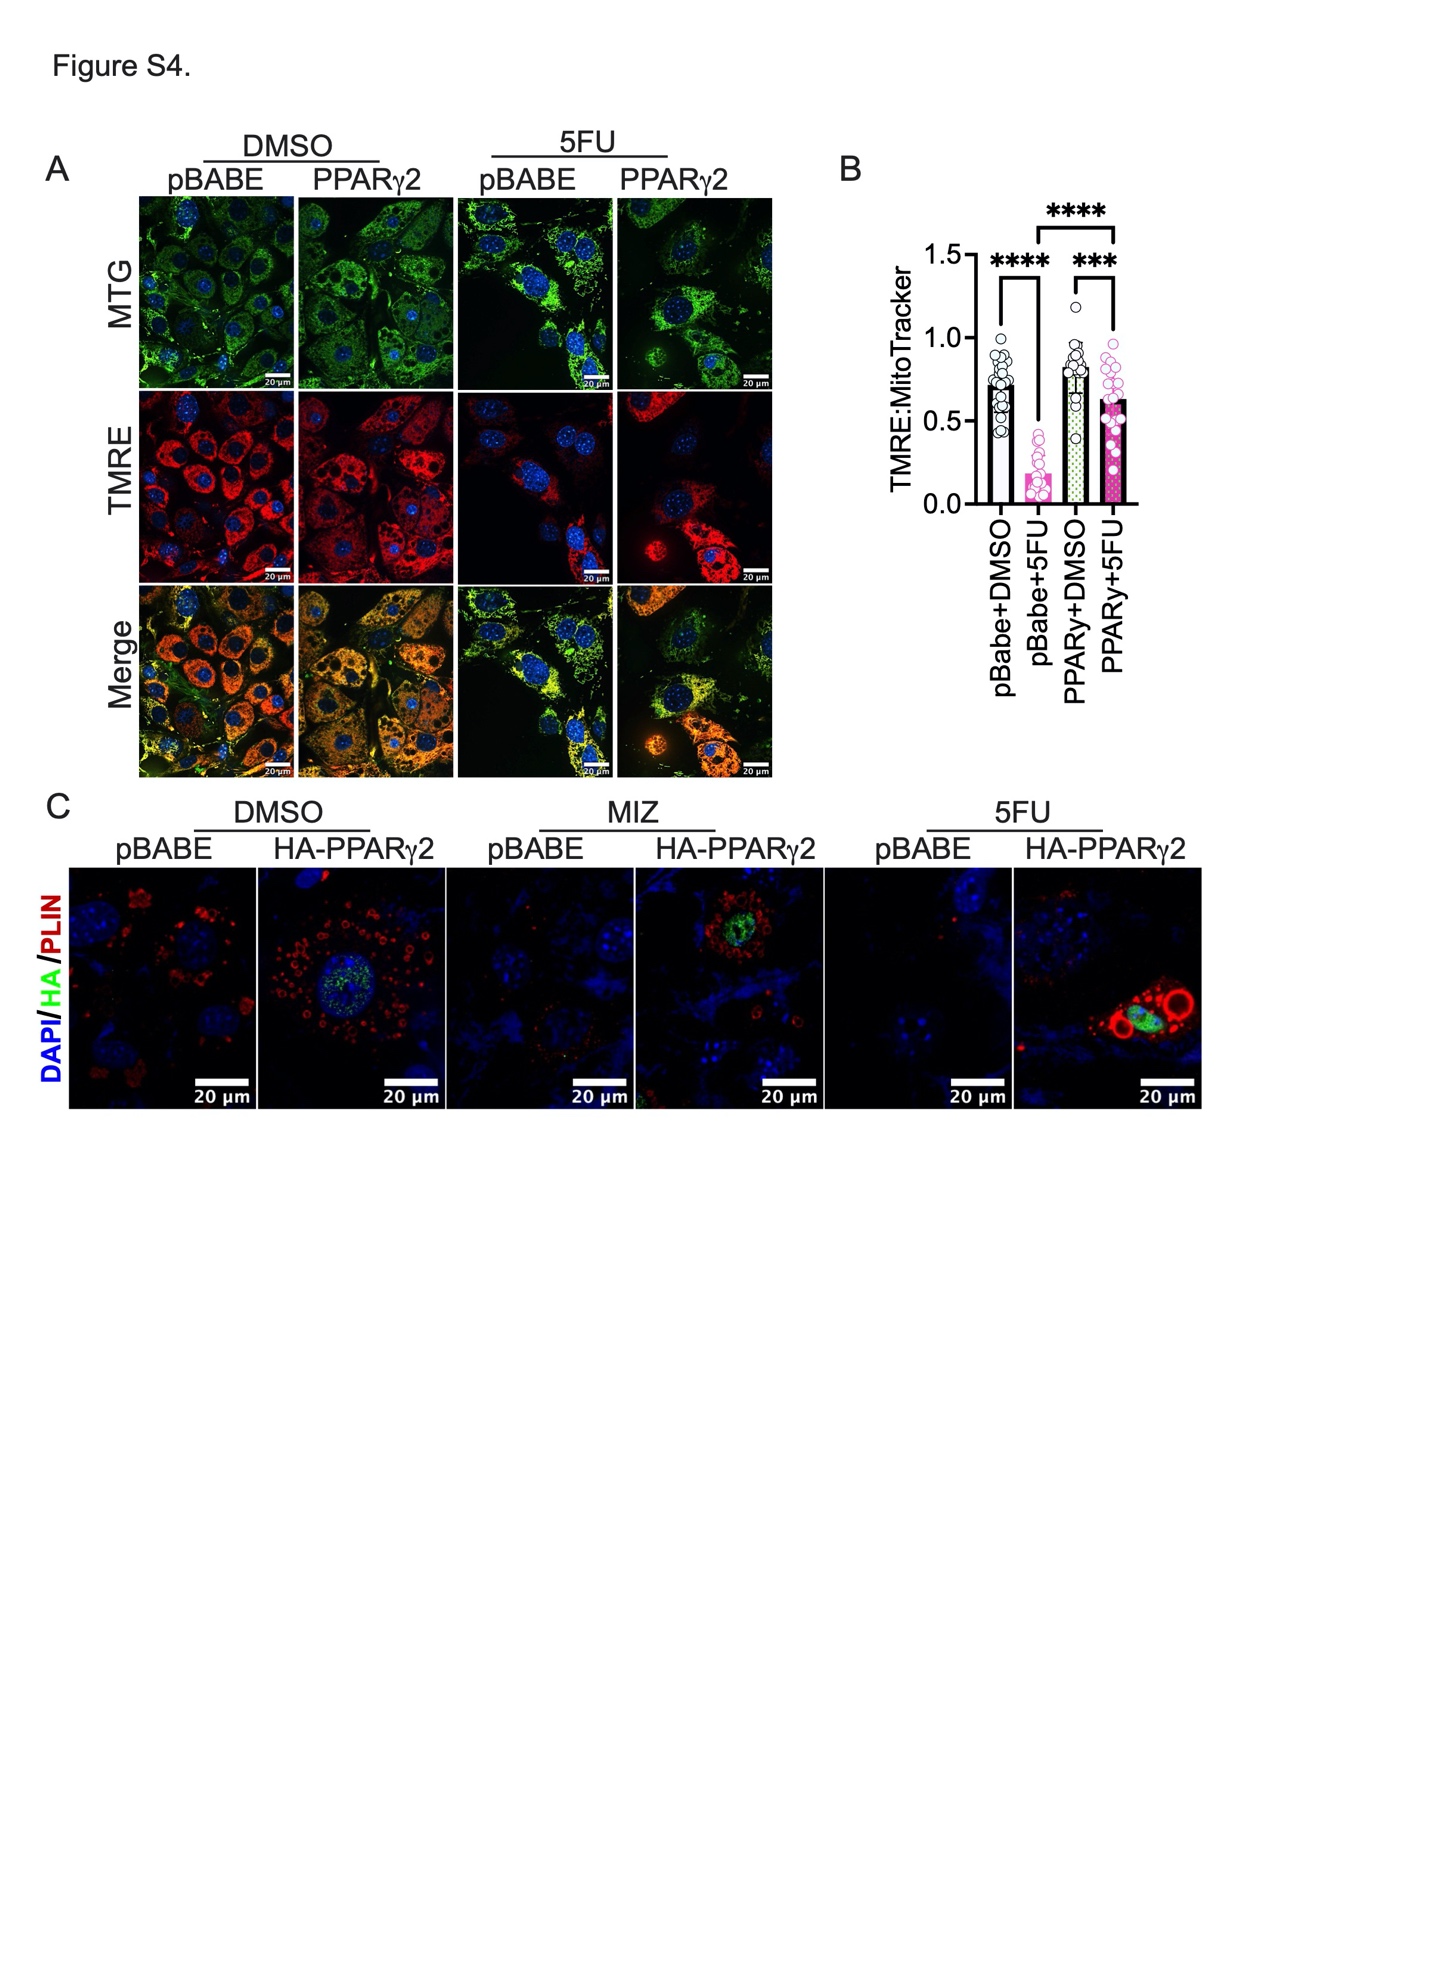
**

**Figure S4. PPARγ overexpression rescues mitochondrial function induced by the loss of *de novo* nucleotide biosynthesis.** (A) MTG and TMRE staining and live-cell fluorescent imaging from pBABE or PPARγ2 overexpressing 3T3-L1 cells stimulated to differentiate into adipocytes in the presence or absence of 10 μM 5FU. (B) ImageJ was used to quantify MTG and TMRE staining from experiment in S4A. Statistical significance was determined using one-way ANOVA with multiple comparisons test. Error bars indicate mean +/− SD, ^∗∗∗∗^p <0.0001, ^∗∗∗^p 0.0007. (C) 3T3-L1 cells stably expressing pBABE control vector or HA-PPARγ2 were differentiated and treated with DMSO (control) or 10 μM MIZ or 5 μM 5FU for 6 days. Perilipin-1 (PLIN), HA, and DAPI were analyzed by immunofluorescence.

**
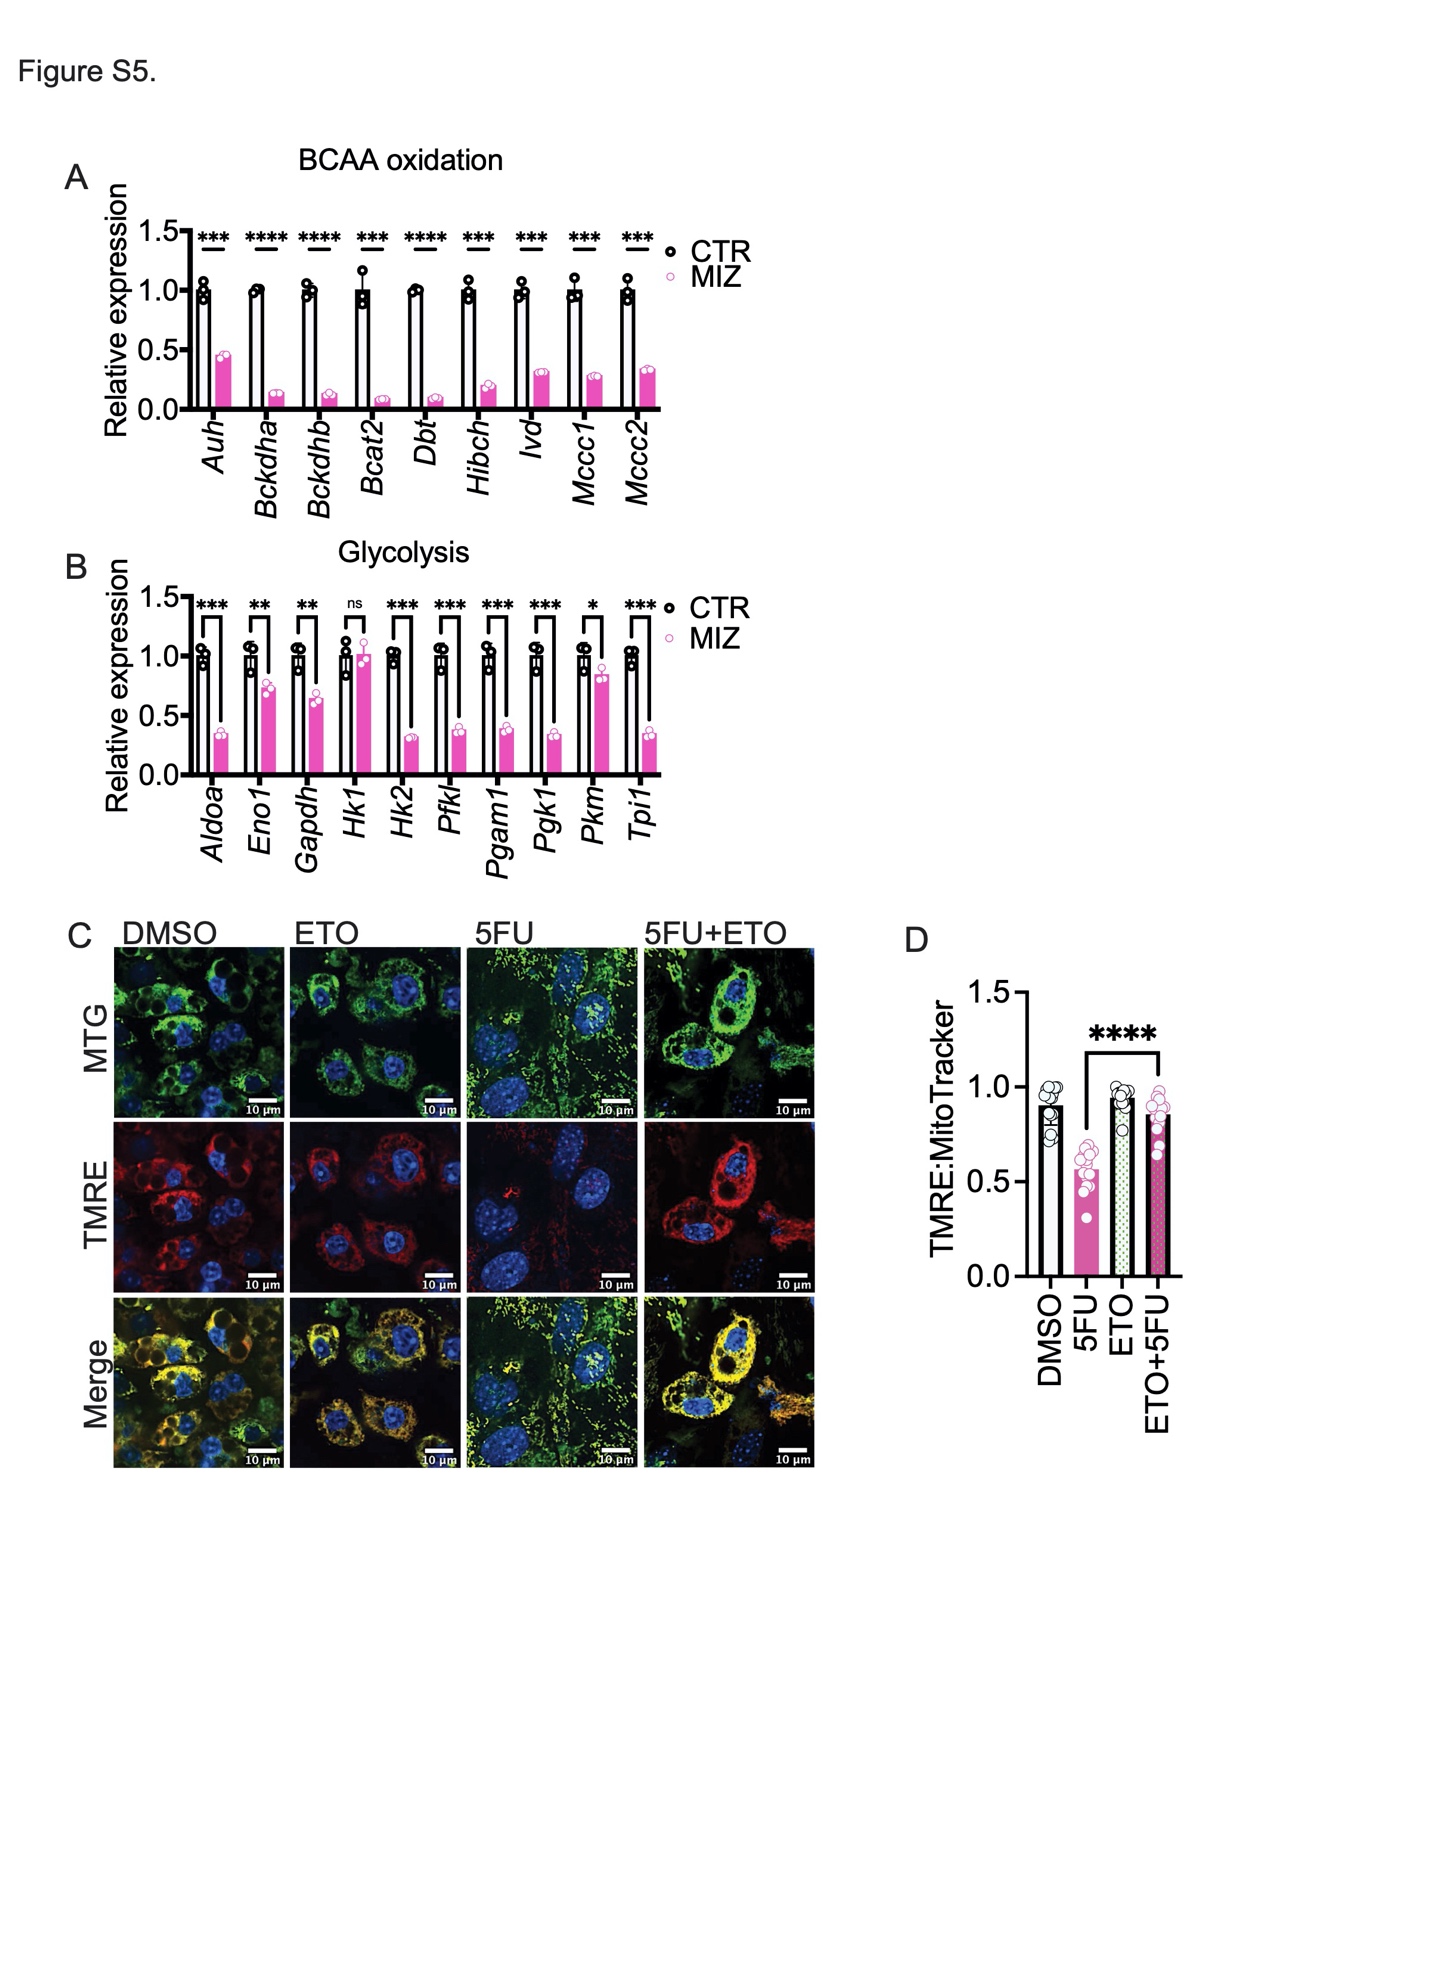
Figure S5. Inhibition of nucleotide biosynthesis blocks adipogenesis via the induction of mitochondrial fatty acid oxidation.** The RNAseq experiment described in Figure 1 was used to analyze (A) BCAA catabolic gene expression and (B) glycolytic gene expression in SVF cells differentiated in the presence or absence of 25 μM MIZ. Multiple unpaired t-tests were used to assess statistical significance. Error bars indicate mean +/− SD. (C) MTG and TMRE staining and live-cell fluorescent imaging from SVF cells stimulated to differentiate into adipocytes in the presence or absence of 10 μM 5FU and 50 μM ETO. (D) ImageJ was used to quantify MTG and TMRE staining from experiment in S5C. Statistical significance was determined using one-way ANOVA with multiple comparisons test. Error bars indicate mean +/− SD, ^∗∗∗∗^ p <0.0001.

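Relative to the mean of the vehicle libraries, genes of BCAA breakdown were lower with MIZ. Bckdhb, a subunit of the branched-chain keto acid dehydrogenase, was at 0.127 ± 0.0117, Auh, an enzyme of leucine breakdown, at 0.455 ± 0.0215 and Ivd, isovaleryl-CoA dehydrogenase, at 0.315 ± 0.00264 (mean ± SD, n = 3 libraries). Bckdha, Bcat2 and Mccc1, other genes of this pathway that overlap another gene, were at 0.137 ± 0.00244, 0.0854 ± 0.00263 and 0.281 ± 0.00585. Mccc2, a carboxylase of leucine breakdown, was at 0.337 ± 0.00815.
Among genes of glycolysis, Hk2, a hexokinase gene, was at 0.317 ± 0.00673, Pfkl, the liver form of phosphofructokinase, at 0.377 ± 0.029, Pgk1, phosphoglycerate kinase, at 0.338 ± 0.024 and Eno1, an enolase gene, at 0.735 ± 0.0493. Gapdh, Tpi1 and Aldoa, glycolytic genes that overlap another gene, were at 0.644 ± 0.0487, 0.345 ± 0.0315 and 0.346 ± 0.0242. Hk1, which also overlaps another gene, did not pass the edgeR test (1.02 ± 0.1, adjusted p = 0.821 from edgeR). Pkm, which encodes pyruvate kinase, was at 0.848 ± 0.0597 and lost its call with library size alone in place of TMM (adjusted p = 0.299 from edgeR) and when some libraries were left out. The study chose these genes on these libraries, so their direction is not independent evidence.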

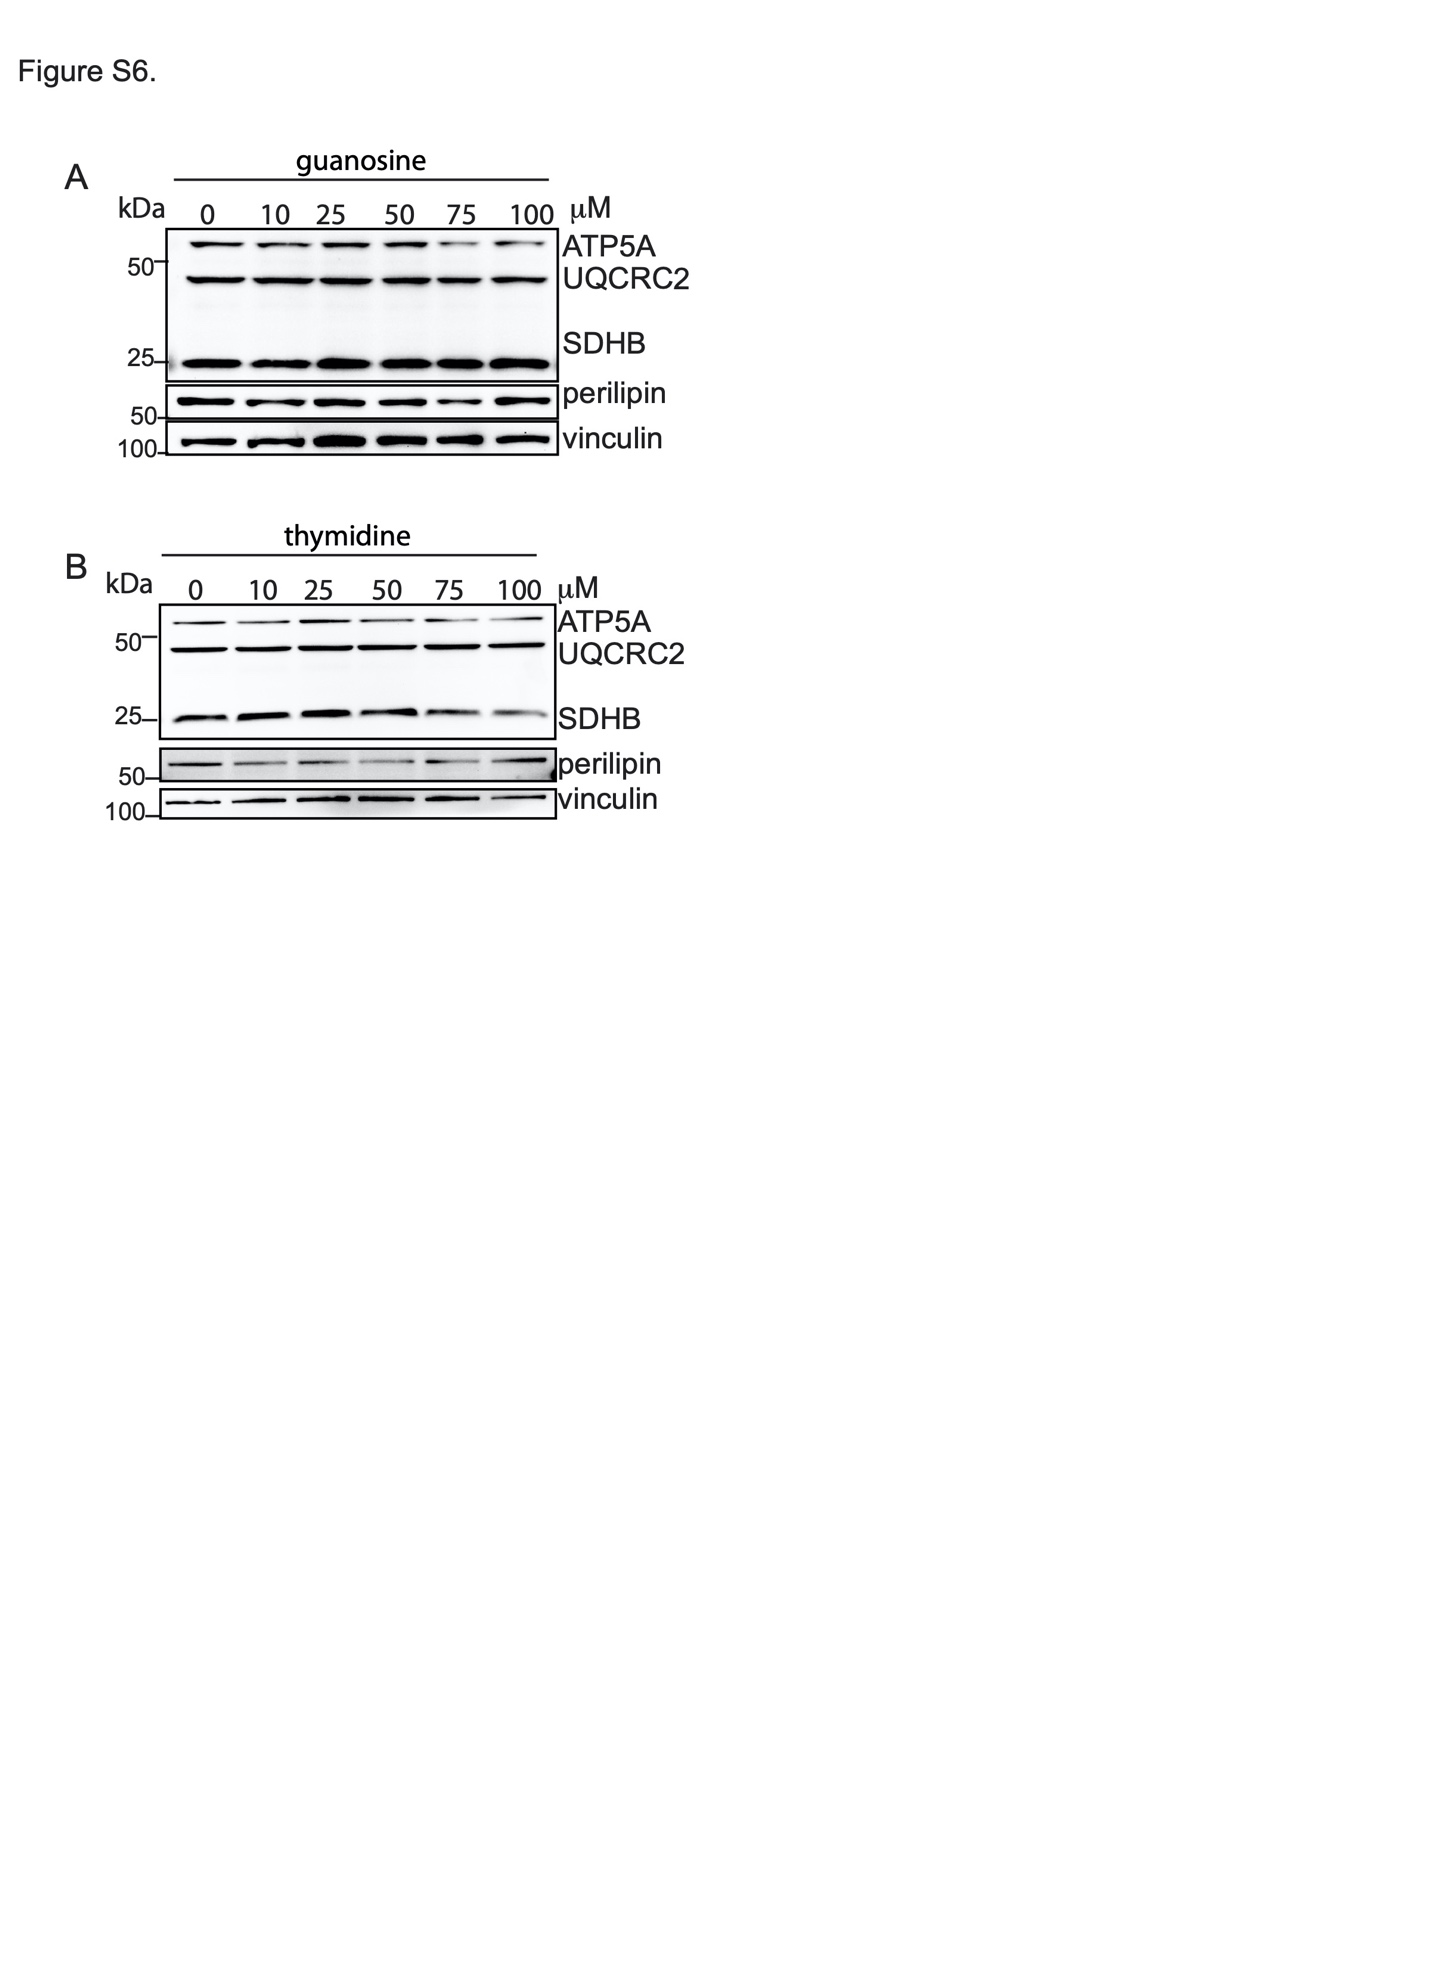

**Figure S6.** **Nucleosides rescue the effects of *de novo* purine and pyrimidine biosynthesis inhibition on adipogenesis and mitochondrial protein expression.** (A) SVF cells stimulated to adipogenic differentiation in the presence or absence of increasing μM concentrations of guanosine. Western blotting was performed as indicated. (B) SVF cells stimulated to adipogenic differentiation in the presence or absence of increasing μM concentrations of thymidine. Western blotting was performed as indicated.

**Table S1.** This supporting document corresponds to figures 5A and 5B. SVF cells were differentiated in the presence or absence of 25 μM MIZ. Metabolites were identified by mass spectrometry and their levels were normalized to cell counts.

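Table S1 gives levels of 216 metabolites in 3 samples with MIZ and 3 with vehicle. The legend names SVF cells, whereas the text and the legend of Fig. 5 name 3T3-L1 cells, so the cell type is left open here. Of 214 metabolites with a value above 0, 65 changed at an adjusted p under 0.05 (limma on log2 levels), 47 higher and 18 lower with MIZ. These counts take each name separately, although alanine, beta-alanine and sarcosine had the same values, as did hydroxyproline and creatine. Inosine monophosphate (IMP), the substrate of the enzyme that MIZ inhibits, was at 43.1 times the vehicle mean (adjusted p = 0.000131 from limma), and AICAR, its precursor, at 5.87 times. Guanosine diphosphate was at 0.197 and guanosine monophosphate at 3.49 times the vehicle mean, and guanosine triphosphate, which was 0 in 1 sample, did not pass (adjusted p = 0.754 from limma). Mean levels of guanosine monophosphate were 0.000302 with vehicle and 0.00105 with MIZ, where those of ATP were 4.03 and 4.22. With a pseudocount of 7.03e-05, the rise of guanosine monophosphate rests on values near the floor. Succinate, fumarate and malate, TCA cycle intermediates, were at 0.213, 0.467 and 0.506 times, while cis-aconitate, another intermediate, was at 2.163 times (adjusted p = 0.0188 from limma), and alpha-ketoglutarate at 1.275 times (adjusted p = 0.0867 from limma) and citrate at 1.064 times (adjusted p = 0.656 from limma) did not pass.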

How the deposited data were processed for this re-analysis (not part of the article)

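RNA was measured in 9 libraries of primary mouse SVF cells, with 3 libraries each of undifferentiated cells, cells differentiated for 6 days with vehicle and cells differentiated for 6 days with 25 µM MIZ. By the paper's methods, the authors depleted ribosomal RNA, prepared libraries and sequenced them as paired reads, trimmed the reads with Trim Galore 0.6.7 and aligned them to GRCm38 (mm10). The authors deposited raw counts per gene, 1 library per table, without normalization. The methods name STAR's own gene counting and the labels name HTSeq, and the paper's text gives neither the annotation release nor the strand setting. Each table holds 32285 Ensembl identifiers, of which 32158 were given a symbol and 127 have none, and 26 symbols belong to 2 identifiers each. Total counts per library were 42217231 to 55288455 in undifferentiated, 28760721 to 50262228 in vehicle-treated and 33504937 to 43281818 in MIZ-treated cells.
Counts were analysed with R 4.3.3, edgeR 4.0.16 and limma 3.58.1, and DESeq2 1.42.0 was run as an alternative. Genes with at least 5 counts in at least 3 libraries were kept, the filter that the paper's text gives in a sentence that can be read in more than 1 way, and 15112 genes were left out. edgeR's quasi-likelihood model was fitted once to all 9 libraries after TMM normalization, with a biological coefficient of variation of 0.0806. MIZ was compared with vehicle, vehicle with undifferentiated cells and MIZ with undifferentiated cells, each adjusted over all genes tested by the Benjamini-Hochberg method, with a threshold of 0.05 and, for counts of genes over 2-fold, a fold change above 2. Levels are CPM from TMM-normalized library sizes, and principal components used log2 CPM with a prior count of 2.
The 54 gene lists were the OXPHOS complexes, mitochondrially encoded subunits, assembly factors, other lists of mitochondrial upkeep, central carbon and lipid metabolism, adipocyte and preadipocyte genes, extracellular matrix and contractile genes, proliferation and stress responses, nucleotide and ribosome genes, immune genes, and markers of 10 other cell types. They stand in for the GO and MitoCarta lists of the paper, which were not used here. Lists were tested with camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry. Named genes are those that the paper names for its RNAseq, the 10 largest rises and falls between MIZ and vehicle and the 5 largest of each other comparison (past the threshold, mean of at least 5 CPM in a group, no overlap between libraries of the groups compared), and in each list up to 4 genes with the largest change in its main direction and up to 2 in the other. The genes that the paper names were chosen by the study on these libraries.
Precision was judged from the 3 libraries of each group. In simulated data for MIZ against vehicle, edgeR recovered 71.2% of genes changed by a log2 fold change of 0.5, 91.0% of those changed by 1 and all changed by 2, and called 8 unchanged genes, with 16174 genes tested. Only 200 genes were changed in the simulation, where 12190 were called in the data, so these shares need not hold for the real comparison. Other normalizations, other filters, DESeq2, a replicate block, fits without mitochondrially encoded genes, fits of only the 6 libraries compared and fits without each library in turn were tried. Table S1, whose levels the authors normalized to cell counts, was analysed with limma on log2 levels after adding a pseudocount of 7.03e-05, for 214 of 216 metabolites. Reference sequences of mitochondrial genes were compared with all annotated genes with blastn 2.17.0. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Mass spectrometry, imaging and other assays of the paper were not analysed here.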

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

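The tests of a smaller share of adipocytes, of a few genes taking many counts and of smooth muscle cells or pericytes, and the limit that decides the last, were chosen only after the result was seen. Contractile and cytoskeletal genes, which the paper does not discuss, were higher with MIZ than with vehicle and than in undifferentiated cells. All 21 genes of the list actin cytoskeleton and myofibroblast rose against vehicle, with a median log2 fold change of 2.77 (adjusted p = 0.0262 from limma's camera with an estimated correlation), and all were higher than in undifferentiated cells (adjusted p = 4.2e-20 from limma's camera with the preset and adjusted p = 0.173 with an estimated correlation). Acta2, which encodes smooth muscle actin and marks myofibroblasts, was at 422 ± 39.3 CPM in undifferentiated cells, 34.6 ± 8.26 with vehicle and 3622 ± 661 with MIZ, and Myl9, a myosin light chain gene, had a log2 fold change of 7.16 (standard error 0.141, adjusted p = 2.49e-11 from edgeR) against vehicle.
A smaller share of adipocytes among the MIZ-treated cells is argued against as the whole cause, as it raises markers of the other cells alike, while the list's median against vehicle lay 2.287 (standard error 0.732) above that of 17 preadipocyte and fibroblast markers, of which 8 rose and 3, such as Lum (-2.59, standard error 0.103), fell. A few genes taking many counts are argued against too, as they shift all other genes alike, while the median of the list lay 2.752 (standard error 0.566) above that of all genes tested with library size alone. Smooth muscle cells or pericytes cannot be told apart from a change within the cells, as the median of 9 other markers of these cells was 0.0248 but the markers moved apart, Myh11 (156 CPM with MIZ, log2 fold change 4.10) and Rgs5 (4.26, from 0.0476 to 1.21 CPM) up and Cspg4 (-2.35), Ndufa4l2 (-2.06, which overlaps another gene) and Abcc9 (-1.76, chosen after its values were seen) down. The first limit, on the median and upper quartile (0.8373) of these markers alone, would have argued against these cells and was changed after the result was seen, as a median near 0 over markers that go both ways decides nothing. A response to MIZ remains open, as no library of undifferentiated cells with MIZ is among the 9.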

How the results depend on the processing

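Genes changed by MIZ against vehicle numbered 11448 to 12423 without each library in turn and 11238 to 12396 under other settings, and those over 2-fold 5514 to 5705 and 4138 (testing against the fold itself) to 5902. The ranges were 12666 to 13426 and 12059 to 13534 for differentiation, and 10548 to 10880 and 10496 to 12065 for MIZ against undifferentiated cells. Without the fold threshold, 4530 genes raised by differentiation were lowered by MIZ (2015 with DESeq2 and the threshold). The first principal component held 70.44% with variance-stabilized values, 81.52% with the 500 most variable genes and 53.94% with genes scaled to unit variance, and the second 25.05%, 17.07% and 30.6%, and the cause was not tested. The mitochondrially encoded share changed by -3.852 to -3.261 points without each library in turn and by -3.971 points over protein-coding genes. Lists that passed in MIZ against vehicle numbered 34, with 34 to 36 without each library in turn, and 23 with an estimated correlation, while 46 passed fry, which asks whether a list changed at all and not whether it differs from other genes. In Table S1, 86 metabolites passed unadjusted and 80 among those above 0 in every sample. With library size alone, the median of all genes was 0.158 for MIZ against vehicle (0.0228 with TMM) and -0.254 for differentiation (-0.0764 with TMM), and 7281 genes were higher and 5115 lower with MIZ, and 5159 higher and 8296 lower on differentiation. Of 328 named genes, 313 gave the same call under every setting in which they were tested (284 with the other reading of the filter, 318 without mitochondrially encoded genes, 319 with filterByExpr, 327 with DESeq2), 14 lost it under at least 1, 1 gained it and 0 changed direction (edgeR, DESeq2). Of 52 lists, 28 gave the same call under every setting, fry and the estimated correlation included. A further 12 lost it under at least 1, 12 gained it and 0 changed direction.
The 10 splits of 6 libraries are too few for a share under 0.05. The real split called 11584 genes (5556 over 2-fold), 13186 and 12065 in the 3 comparisons, and the highest other split 0 (edgeR, with at most 227, 84 and 108 genes unadjusted), so 1 split of 10 was as large in each. Among lists, the real split called 33 and the highest other 35 (lowest 26) with the preset correlation, 4 splits being as large, and with an estimated correlation limma's camera called 0 in every split of 6 libraries, the real one included (unadjusted 19 in the real split, at most 2 in the others). Each other split sets 2 libraries of a group and 1 of the other against the rest, so part of the difference between the groups remains in it. In simulated counts, in which genes vary independently, 0 of 100 unchanged lists had an unadjusted p under 0.05 from limma's camera with either correlation. In Table S1 the real split called 65 metabolites and the highest other 1, with 1 split as large.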

Differences from the paper's values

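For Ucp1, the paper shows a log2 fold change between MIZ and vehicle of about -12 in Fig. S1E, read by eye, and the value here is -11.53 (standard error 0.266 from edgeR), which rests on 2 counts in the MIZ libraries. Among the alternatives set before the data were examined was DESeq2, the tool that the paper used for differential expression, which gives -11.78. This value, -11.9 without MIZ replicate 2 and -11.96 without MIZ replicate 3 differ from the paper's by less than that standard error. It was used as the limit because the paper states no error. The others, from -10.91 without MIZ replicate 1 to -11.57 without vehicle replicate 3, do not. With 2 counts in the MIZ libraries, leaving out each of them in turn moved the value from -10.91 to -11.96. That is further than the standard error of 0.266, which therefore understates the uncertainty. Whether the value for Ucp1 differs from the paper's cannot be told.
For Table S1, the paper's text counts 85 changed metabolites, and 65 passed here at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, 86 passed, and among metabolites above 0 in all 6 samples 80 passed adjusted. The paper states that alpha-ketoglutarate was raised by MIZ, and it was at 1.275 ± 0.0899 times the vehicle mean here with an adjusted p of 0.0867 from limma, which passed only unadjusted (p = 0.0324 from limma), with an adjusted p of 0.0843 with a smaller pseudocount and 0.0948 among metabolites above 0 in all 6 samples (limma). The legend of Fig. 5B names Student's t test and no adjustment over metabolites, so the adjusted values answer a stricter question than the paper's test.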

Other observations

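Tests of short genes, of Cpt1a and Cpt1c at the level of undifferentiated cells and of a few genes taking many counts were chosen only after the result was seen. The lists of this paragraph passed limma's camera against vehicle with the preset correlation alone, and not with an estimated one. Of 33 extracellular matrix genes 25 rose and 7 fell (adjusted p = 7.72e-10 from limma's camera, adjusted p = 0.103 with an estimated correlation), such as Col8a1, a collagen gene (5.10, standard error 0.0832). Among 22 p53 targets 16 rose and 1 fell (adjusted p = 5.72e-05 from limma's camera, adjusted p = 0.101 with an estimated correlation), such as Pmaip1, a pro-apoptotic gene (2.81, standard error 0.0925), while Gdf15 fell and Cdkn1a, the p21 gene, did not pass. Of 23 ATF4 targets 17 fell and Nupr1 rose (2 higher when adjusted over the list alone; adjusted p = 0.00286 from limma's camera, adjusted p = 0.355 with an estimated correlation). Of 78 cytosolic ribosomal proteins 65 rose and 5 fell, with a median over all of them of 0.34 (adjusted p = 0.000101 from limma's camera, adjusted p = 0.624 with an estimated correlation), and of 16 genes of NRF2 targets and pentose phosphate 2 rose and 8 fell (adjusted p = 0.0212 from limma's camera, adjusted p = 0.103 with an estimated correlation). Against undifferentiated cells all 23 ATF4 targets were higher (median 1.29), while of the extracellular matrix genes 12 were higher and 18 lower, of the p53 targets 20 and 1, of the ribosomal proteins 68 and 0, and of NRF2 targets and pentose phosphate 12 and 4.
Nucleotide genes moved both ways. Of 15 genes of de novo purine synthesis 6 rose and 6 fell. Impdh1, a target of MIZ, changed by -2.21 (standard error 0.132, adjusted p = 5.74e-08 from edgeR) and Impdh2, its other target, which overlaps Ndufaf3 on the opposite strand, by 1.70 (standard error 0.0612, adjusted p = 9.54e-10 from edgeR). Genes of purine salvage and breakdown were higher in 6 and lower in 9 of 20, and those of pyrimidine synthesis in 10 and 5 of 18, among them Ctps, a CTP synthase gene, higher (2.02, standard error 0.071). Ribosome biogenesis genes were higher in 11 and lower in 10 of 30. Genes of mitosis were higher in 11 of 22 (10 when adjusted over the list alone) and of DNA replication in 15 and lower in 4 of 30 (14 higher over the list alone), while against undifferentiated cells 22 and 27 were lower. Bub1, Mki67 and Nusap1, genes of mitosis, lost their calls under some settings, among them without MIZ replicate 3 (adjusted p = 0.221, 0.155 and 0.113 from edgeR). None of these lists passed camera against vehicle. With library size alone, the median of de novo purine synthesis turned from -0.0633 to 0.0739, and 16 genes of ribosome biogenesis were higher and 6 lower, 12 and 5 of pyrimidine synthesis, 6 and 8 of purine salvage and breakdown, 15 and 0 of mitosis and 18 and 3 of DNA replication.
Lists of immune responses and of markers of other cell types did not pass limma's camera against vehicle, with an adjusted p of 0.133 or more. Interferon response genes were higher in 1 and lower in 13 of 18 (14 lower when adjusted over the list alone), inflammatory and secretory genes higher in 10 and lower in 8 of 20, and lysosome genes higher in 3 and lower in 11 of 16. Preadipocyte and fibroblast markers were higher in 8 and lower in 3 of 17, such as Thy1 (3.14, standard error 0.208) up and Fap (-1.75, standard error 0.132) down. Markers of macrophage and myeloid cells were higher in 8 and lower in 2 of 16, endothelial cell markers in 1 and 5 of 10, and pericyte and smooth muscle cell markers higher in 4 and lower in 3 of 9. Schwann cell markers were higher in 5 and lower in 2 of 8, mesothelial cell in 2 and 2 of 5, skeletal muscle cell in 3 and 0 of 5, epidermal cell in 2 and 1 of 4, and chondrocyte and osteoblast in 4 and 1 of 6. Of these, the mesothelial markers Upk3b and Lrrn4, the endothelial marker Vwf and the chondrocyte and osteoblast markers Bglap and Col10a1 lost their calls under some settings (edgeR, DESeq2). Hdc, the one mast cell marker with enough counts, fell (-2.33, standard error 0.517), and no lymphocyte marker had enough counts to be tested.
Of the 13 mitochondrially encoded genes, mt-Co2, mt-Atp8, mt-Atp6, mt-Co3, mt-Nd3 and mt-Nd4l had far fewer counts than the other 7. Reads shared with a near-identical nuclear copy could account for this in 5 of the 6, which match an annotated gene at no less than 98% identity over 90% of their length, while 0 of the other 7 do. Loss of short genes is argued against for mt-Co2, mt-Atp6 and mt-Co3. The gene mt-Nd6, at 519 bases shorter than these, had at least 7599 counts in every library. For mt-Nd3, mt-Nd4l and mt-Atp8, which are shorter than mt-Nd6, loss of short genes stays open. For mt-Atp8 no annotated copy was found, and the 5110 counts of mt-Atp6 in vehicle replicate 1 and the 408 of mt-Atp8 and 678 of mt-Co3 in vehicle replicate 3 stay open, and mt-Co3 lost its call against vehicle without each of the MIZ libraries in turn (edgeR).
Cpt1a and Cpt1c rose with MIZ. That the level of Cpt1a is that of undifferentiated cells to within 0.25 on the log2 scale, a limit set after the values were seen, cannot be told apart from a higher level, as the log2 fold change between them was 0.3164 (standard error 0.0687 from edgeR) and passed edgeR's test against no change. For Cpt1c it was 0.4647 (standard error 0.0838 from edgeR), over 2 standard errors above that limit, which argues against a level within 0.25 of undifferentiated cells for it. Both genes were lower with vehicle than in undifferentiated cells, and most of their rise against vehicle only makes up for that fall. The limit of 0.25 bears only on the excess over undifferentiated cells, so for most of the rise that level stays open. A few genes taking many counts are argued against, as the lower of the changes against vehicle lay 1.613 (standard error 0.0715 from edgeR) above the median of all genes with library size alone, and so are reads of the overlapping gene 6530437J22Rik, which had at most 2.703% of the counts of Cpt1c. A response to MIZ stays open.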
